# Asymmetric interactions between *doublesex* and tissue- and sex-specific target genes mediate sexual dimorphism in beetles

**DOI:** 10.1038/ncomms14593

**Published:** 2017-02-27

**Authors:** C. C. Ledón-Rettig, E. E. Zattara, A. P. Moczek

## Abstract

Sexual dimorphisms fuel significant intraspecific variation and evolutionary diversification. Yet the developmental-genetic mechanisms underlying sex-specific development remain poorly understood. Here, we focus on the conserved sex-determination gene *doublesex* (*dsx*) and the mechanisms by which it mediates sex-specific development in a horned beetle species by combining systemic *dsx* knockdown, high-throughput sequencing of diverse tissues and a genome-wide analysis of Dsx*-*binding sites. We find that Dsx regulates sex-biased expression predominantly in males, that Dsx's target repertoires are highly sex- and tissue-specific and that Dsx can exercise its regulatory role via two distinct mechanisms: as a sex-specific modulator by regulating strictly sex-specific targets, or as a switch by regulating the same genes in males and females in opposite directions. More generally, our results suggest Dsx can rapidly acquire new target gene repertoires to accommodate evolutionarily novel traits, evidenced by the large and unique repertoire identified in head horns, a recent morphological innovation.

## Abstract (web summary)

Sexual dimorphism is likely the result of differential gene expression. Here, the authors examine the role of the *dsx* gene in beetles and find that this gene acts in a sex- and tissue-specific manner, either by regulating sex-specific targets or by acting in opposite directions in males and females.

Sexual dimorphisms in morphology, behaviour and physiology are ubiquitous, oftentimes producing phenotypic differences between sexes that far surpass those between species. Further, not all body regions, organs or tissue types within an individual are equally sexually dimorphic. Instead, individuals constitute mosaics of parts that differ in their degree of sexual dimorphism. Differences between sexes, or between tissues within sexes, arise during development, even though genomic content differs little between males and females, or not at all between tissues of the same individual. Thus, differences in gene regulation are generally thought to underlie most sex- and tissue-specific differentiation and much research has therefore sought to characterize regulatory mechanisms that govern sex-specific gene expression. A large number of studies now show that, across metazoans, such expression is frequently directed by *doublesex*/*mab-3*-related genes (*Dmrt* genes)^1^, which are characterized by the presence of a highly conserved DNA-binding domain (the DM motif)^2^. One of the best functionally characterized *Dmrt* genes is *doublesex* (*dsx*), which is, uniquely in insects, alternately spliced into male and female isoforms^3^. Although the upstream signalling cascades among insects that connect sex-based chromosomal differences to the differential splicing of *dsx* transcripts are in some cases (but not all^4^,^5^) well described^6^,^7^,^8^, much less is known about the downstream target gene repertoires of Dsx, or how such repertoires might modulate the degree and type of sexually dimorphic development across different body regions or tissue types^9^. In this study, we focused on the interactions between Dsx and its downstream targets in directing sex-specific differentiation across diverse tissues in both male and female beetles.

Primary *dsx* transcripts of all insects studied to date undergo sex-specific splicing to produce isoforms with different oligomerization domains that are therefore capable of interacting with different suites of cofactors^10^. As a result, sex-specific isoforms can modulate the expression of different genes, or the expression of the same genes in different ways, which are then thought to instruct sex-specific development^1^. Evolutionary changes in this target repertoire, and the decoupling of Dsx-mediated gene expression in one tissue type from that of another, then present critical developmental-genetic avenues for the diversification of sexual dimorphisms. However, for the vast majority of taxa and trait types, the size and composition of the target gene repertoire regulated by Dsx is entirely unknown, as is the degree to which target repertoires may be tissue-specific or shared across tissue types. More broadly, exactly how much sex-biased gene expression is actually under the control of Dsx, and whether this applies equally to male and female Dsx isoforms, is largely unknown.

Here we characterize the target repertoire of Dsx across four different tissues of males and females of the bull-headed dung beetle *Onthophagus taurus*, a species whose body regions express various degrees of morphological sexual dimorphism, and which is amenable to both genome-wide transcriptomic profiling and gene function analysis. Specifically, we focused our analysis on four ectodermally derived traits that contribute critically to the development of diverse aspects of sexual dimorphism in this species: (a) brains, which are assumed to have a critical role in enabling the highly divergent behavioural repertoires characteristic of each sex, though little is known about the genetic basis of behaviour in this species; (b) genitalia, which derive from the same larval primordia in each sex yet develop into drastically divergent adult morphologies, as well as diversify rapidly among species^11^; (c) thoracic horns, which are considerably enlarged in males but clearly present in both sexes, and whose function is to aid in the shedding of the larval head capsule during the larval-to-pupal molt^12^; in many species pupal thoracic horns secondarily convert into adult structures used as weapons, though in *O. taurus* both sexes resorb thoracic horns prior to the pupal-to-adult molt^13^; and (d) head horns, which in males manifest in a pair of long curved and exaggerated structures used as weapons in combat with other males, whereas females express a modest ridge in the same region.

Our approach in this study employed the functional knockdown of *O. taurus* male and female *dsx* mRNA isoforms^14^ by injection of a double stranded (dsRNA) construct (*OtdsxC*) targeting a region common to all isoforms, followed by genome-wide analyses of gene expression across brains, genitalia, thoracic horns and head horns, and paralleled by an analysis of predicted Dsx-binding sites across the *O. taurus* genome. This approach allowed us to characterize putative Dsx target repertoires in an unbiased fashion, across diverse tissues, and at a genome-wide level. We find that Dsx regulates sex-biased expression predominantly in male tissues, that Dsx's target repertoires are highly sex- and tissue-specific and that Dsx can exercise its regulatory role via two distinct mechanisms: as a sex-specific modulator by regulating strictly sex-specific targets, or as a switch by regulating the same genes in males and females in opposite directions. More broadly, our results suggest Dsx can rapidly acquire new target gene repertoires to accommodate evolutionarily novel traits, evidenced by the large and unique repertoire identified in head horns, a recent morphological innovation. We discuss our results in the light of the different evolutionary histories of male and female Dsx isoforms and the evolutionary lability of sexual dimorphisms across lineages.

## Results

### *dsx* knockdown phenotypes

To determine Dsx's role in the post-embryonic development of tissue-specific sexual dimorphism in *O. taurus*, we injected dsRNA derived from a previously developed *OtdsxC* construct^14^ into larvae to systemically knock down all known *O. taurus dsx* mRNA isoforms (Fig. 1a), whereas control individuals were injected with non-sense dsRNA. Upon pupation, both male and female control individuals were phenotypically identical to wild-type beetle pupae (Fig. 1b, far left and right). In contrast, *OtdsxC* dsRNA*-*injected pupae exhibited intersex phenotypes, as evidenced by the greatly reduced head horns in males (Fig. 1b, centre left) and the presence of ectopic head horns in females (Fig. 1b, centre right). Although head horn size was similar in both male and female *OtdsxC* RNAi individuals, the overall difference between control and *dsx*RNAi individuals was notably larger for males than females (Fig. 1c). Taken together, our results faithfully replicated all previously reported *OtdsxC* knockdown phenotypes^14^.

### Differential expression analyses

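RNA sequencing was performed on 4 tissues of bull-headed dung beetle (*O. taurus*) pupae. Larvae of the final instar had been injected with 0.5 μg of double-stranded RNA against the part of *dsx* that the male and female isoforms share (*dsx*RNAi), or with 1 μg of double-stranded RNA derived from a cloning vector (control), each in 3 μl. RNA was extracted from 6 male and 6 female pupae of each treatment weighing over 125 mg. The tissues were the supraesophageal ganglion (brain), the epidermis of the posterior abdomen (genitalia), the dorsal first thoracic segment (thoracic horns) and the posterodorsal head epithelium (head horns), which gave 96 libraries in 16 groups of 6. Each library carries its own number, and the labels do not say which libraries of the 4 tissues came from one animal. The authors trimmed single-end reads of stranded mRNA libraries, mapped them to the gene models of the *O. taurus* genome v0.5.3 with TopHat2, counted the reads on each gene with htseq-count, and deposited the counts of 17483 genes without normalization, together with FPKM values made with DESeq2. From 3615803 to 19008005 reads per library were counted on genes, with a median of 8518004. The median was 7703820.5 reads in the 24 brain libraries, 8491782.5 in thoracic horns, 9069077.5 in head horns and 9315603 in genitalia. Within tissues the group medians lay between 7574717.5 and 9391283.5 in brains, between 8163936 and 10793824.5 in thoracic horns, between 7916063.5 and 9758342.5 in head horns, and between 8964609 and 10359182 in genitalia. For each contrast, the counts of the 12 libraries compared were normalized with TMM factors, genes with low counts were removed by edgeR's default filter on expression within the groups, and differences were tested with edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment, at an adjusted p under 0.05. These choices could change the numbers. The filter left between 8954 and 10049 genes per contrast, so genes with few reads were not tested, and the spread was estimated from 6 libraries against 6 within one tissue, whereas a fit over more libraries shares one estimate of the spread among them.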

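The targeted gene was counted first in every library. The *dsx* gene (Dmel-Tmp-dsx, OTAU004153) lies on scaffold 241 of the *O. taurus* gene models, from 699490 to 703641. Its TMM-normalized count relative to library size (CPM) in male head horns was 37.8 ± 15.3 (SD, n = 6) in control and 8.55 ± 0.959 (SD, n = 6) in *dsx*RNAi animals. In male thoracic horns it was 27.8 ± 3.07 and 6.08 ± 4.27, and in male genitalia 31.7 ± 6.40 and 11.7 ± 7.58 (SD, n = 6 each). In each of these 3 male tissues all 6 *dsx*RNAi libraries were below all 6 control libraries (two-sided exact permutation test, p = 0.00216, adjusted p = 0.00576 over the 8 comparisons). In females, thoracic horns fell from 23.2 ± 7.30 to 9.34 ± 3.75 CPM (SD, n = 6 each; exact permutation p = 0.00649, adjusted p = 0.013), and 5 of the 6 *dsx*RNAi libraries were below all controls. Female head horns had 35.7 ± 17.3 CPM in controls and 18.1 ± 12.4 in *dsx*RNAi animals (exact permutation p = 0.0736, adjusted p = 0.118), and female genitalia had 59.4 ± 51.0 and 26.5 ± 20.4 (exact permutation p = 0.16, adjusted p = 0.213; SD, n = 6 each). Both were lower on average after the knockdown, and neither difference passed the threshold. Brains held from 0 to 8 *dsx* reads per library, which is too few to show a difference at this depth.

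**Figure D1:**
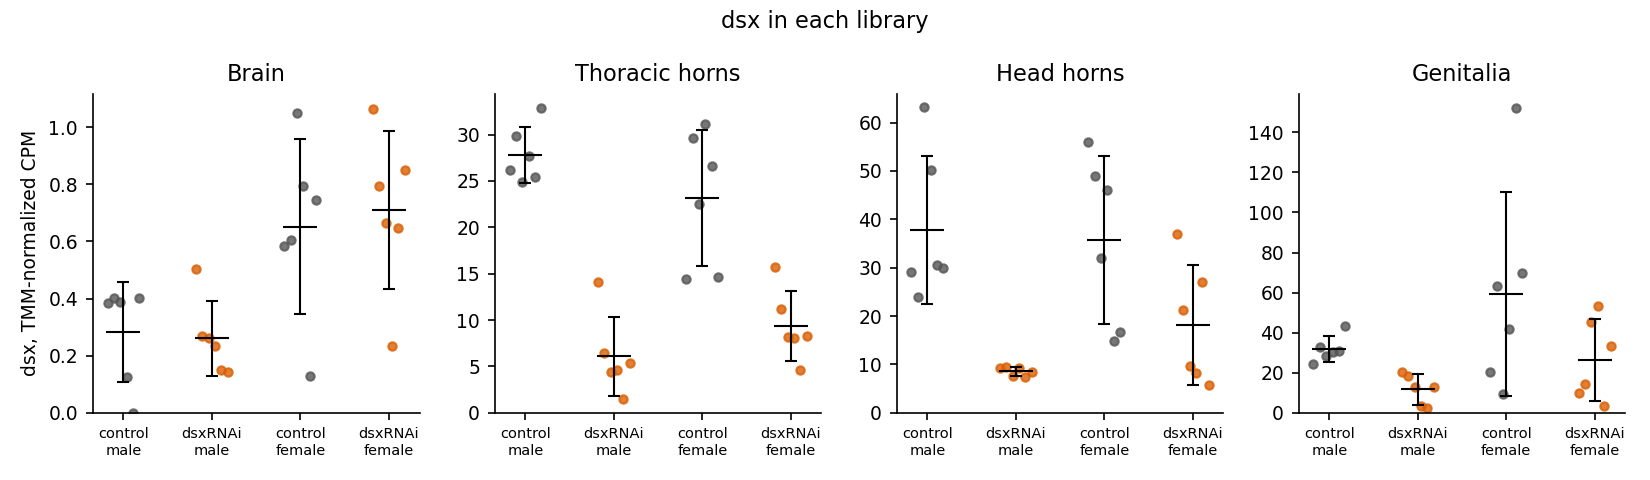
TMM-normalized CPM of *dsx* in each library (points), with the mean and SD of the 6 libraries of each group (lines); each tissue has its own vertical axis. The 6 *dsx*RNAi male libraries sit below the 6 control male libraries in thoracic horns, head horns and genitalia, whereas the groups overlap in female head horns and genitalia and in brains.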

We first sought to characterize the extent and distribution of sex-biased gene expression across tissue types in control individuals. 

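Control females were compared with control males within each tissue. Counting each gene once per direction over the 4 tissues, 943 genes were higher in females and 664 were higher in males (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). Genitalia had 654 female-biased and 374 male-biased genes among 10014 tested, head horns 294 and 301 among 9111, thoracic horns 20 and 12 among 9012, and brains 10 and 6 among 9980. The numbers depended on the test. DESeq2 at its default settings gave 2339 female-biased and 1596 male-biased genes. DESeq2 fitted over all 96 libraries at once, chosen after the data had been examined, gave 2701 and 1576, and 2707 and 1564 with its prior on fold changes. In head horns the largest difference among genes whose sexes did not overlap was that of the circadian regulator cycle (Hsap-Tmp-arntl, OTAU003371, scaffold 527, 218938 to 225823), with 114 ± 88.2 CPM in control females and 0.432 ± 0.314 in control males (SD, n = 6 each), a log2 fold change of 7.98 (standard error 0.966, adjusted p = 0.0015 in the same test). The next 2 were male-biased. OtauTmpM015750 (OTAU015750) had 0.209 ± 0.242 CPM in females and 17.0 ± 19.1 in males, and Dmel-Tmp-ast-c (OTAU001577) had 0.234 ± 0.167 and 17.1 ± 19.8 (SD, n = 6 each). One control male library carried 55.2 CPM of OtauTmpM015750 against 2.35 to 12.6 in the other 5. In thoracic horns, Cele-Tmp-f53c11.9 (OTAU010520) had at most 1 read in any female library and 2.36 ± 0.793 CPM in males (SD, n = 6), and OtauTmpM002098 (OTAU002098) was male-biased and OtauTmpA012495 (OTAU012495) female-biased, with log2 fold changes of -4.22 (standard error 0.757) and 3.99 (standard error 0.421). OtauTmpM002098 had an adjusted p of 0.0419 in edgeR's test. It did not pass without a filter on low counts (0.0959) or with all 4 groups of the tissue in one fit (0.06).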

Our comparison of control females with males identified 2,720 genes with significantly female-biased and 1,565 genes with significantly male-biased expression (*P*_adj_<0.05; Supplementary Fig. 1). The majority of genes exhibiting sex-biased expression were found in genital tissue (85% and 67% of genes with female- and male-biased expression, respectively), with the next largest proportion of sex-biased gene expression occurring uniquely in head horn tissue (8% and 26% of genes with female- and male-biased expression, respectively). Conversely, brain tissues exhibited a paucity of sex-biased expression, with only three and seven genes exhibiting female and male-biased expression, respectively. 

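Of the genes with female-biased expression, 69.4% were called in genitalia and 28.1% in head horns only. For male-biased genes the shares were 56.3% and 41.3%. Genitalia alone accounted for 66.9% and 52.9%, and thoracic horns alone for 0.954% and 0.753%. Without a filter on low counts, the shares called in genitalia were 48.2% and 49.1% and the shares in head horns only 47.1% and 48.5%. With the first principal component of the tissue's 24 libraries as a covariate, chosen after the data had been examined, the order was the other way, with 8.45% and 8.73% called in genitalia and 87.2% and 88.5% in head horns only. In genitalia the groups of sex and treatment took 25.9% of the variance of this component (permutation p = 0.112). The covariate may therefore also remove sex bias there. In genitalia, the largest differences among genes whose sexes did not overlap were in OtauTmpA006789 (OTAU006789), with 0.707 ± 0.324 CPM in females and 62.8 ± 41.7 in males, Dmel-Tmp-dpr13 (OTAU009587), with 41.5 ± 32.8 and 1.05 ± 0.672, and Dmel-Tmp-slou (OTAU015457), with 0.110 ± 0.171 and 5.87 ± 1.17 (SD, n = 6 each). Their log2 fold changes were -6.36 (standard error 0.669), 5.33 (standard error 0.554) and -5.32 (standard error 0.601). The count in genitalia changed with the omission of any 1 of its 12 libraries. Leaving out control female library S89 raised the number of sex-biased genes from 1028 to 4568, and leaving out any of the other 11 lowered it to between 121 and 342.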

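The 16 sex-biased genes of control brains are few although the replicates of brains were the closest of any tissue, with a common biological coefficient of variation of 0.167 in this contrast against 0.382 in thoracic horns, 0.328 in head horns and 0.382 in genitalia. Of the 9980 genes tested in brains, 895 (8.97%) had an unadjusted p under 0.05. The largest differences among genes whose sexes did not overlap were male-biased. OtauTmpM004311 (OTAU004311) had 5.41 ± 1.08 CPM in females and 17.4 ± 6.09 in males, OtauTmpS001389 (OTAU001389) 4.03 ± 1.39 and 12.8 ± 4.35, and OtauTmpM001440 (OTAU001440) 13.3 ± 2.88 and 36.8 ± 12.0 (SD, n = 6 each). Their log2 fold changes were -1.69 (standard error 0.233), -1.65 (standard error 0.273) and -1.46 (standard error 0.224), with adjusted p of 0.0116, 0.0281 and 0.0249 (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). DESeq2 at its default settings called 75 female-biased and 48 male-biased genes, which included the 16. The fit of all 4 groups of the tissue called 9 of the 16, no filter on low counts 12, and DESeq2 over all 96 libraries, chosen after the data had been examined, 5. Of the 3 genes named, OtauTmpM004311 and OtauTmpS001389 were not past the threshold in the fit of all 4 groups (adjusted p = 0.176 and 0.143).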

Importantly, relatively few genes with sex-biased gene expression were shared over 2, 3 or 4 tissues, making up only 5% each of the total number of genes with female- and male-biased gene expression.

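Over the 4 tissues, 31 genes (3.29%) had female-biased expression and 29 (4.37%) had male-biased expression in 2 or more tissues. Head horns and thoracic horns shared 7 female-biased and 6 male-biased genes. The shares above 1 tissue ranged from 2.91% to 7.52% for female-biased genes and from 2.14% to 7.27% for male-biased genes over DESeq2 at its default settings, which gave the highest shares, its size factors in edgeR, no filter on low counts, and all 4 groups of a tissue in one fit.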

We then addressed whether Dsx has a role in generating genome-wide sex-biased gene expression. To do so, we first focused on genes we had identified in the previous comparison as significantly sex-biased in control animals, and found that their corresponding levels of expression in *dsx*RNAi animals were generally more similar between the sexes. 

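The log2 fold change between the sexes was computed in control and in *dsx*RNAi animals for the same genes, those sex-biased in controls. In thoracic horns, the mean absolute log2 fold change of the 32 genes was 1.88 in control and 0.517 in *dsx*RNAi animals, and 30 of them (93.8%; 95% Wilson interval 79.8% to 98.3%) had a smaller sex bias after the knockdown. In head horns it was 1.09 and 0.335 over 595 genes, of which 584 (98.2%; 96.7% to 98.96%) were smaller. In genitalia it was 1.31 and 0.780 over 1028 genes, of which 900 (87.6%; 85.4% to 89.4%) were smaller, and in brains it was 0.790 and 0.733 over 16 genes, of which 12 (75%; 50.5% to 89.8%) were smaller. The direction of the bias was kept by 95.1% of the genes in genitalia, by 64.2% in head horns, by 71.9% in thoracic horns and by all 16 in brains. Genes are not independent replicates, and these genes were chosen for a large difference in the control libraries, which by itself makes the difference smaller in any other libraries. To measure this, genes were called by DESeq2 in 3 against 3 control libraries and measured in the other 3 against 3, over 20 seeded draws. In head horns the mean bias in the called direction fell from 2.02 in the libraries used for calling to 1.10 in the unused control libraries, and was -0.158 in *dsx*RNAi animals. In thoracic horns the same means were 2.48, 0.873 and 0.169, in genitalia 1.83, 1.06 and 0.796, and in brains 1.79, 0.452 and 0.207. The *dsx*RNAi mean was below that of the unused control libraries in 20 of the 20 draws in head horns, 18 in thoracic horns, 16 in genitalia and 15 in brains. When edgeR did the calling, fewer draws gave any gene, and the *dsx*RNAi mean was below in 14 of 14 draws in head horns, 3 of 5 in thoracic horns, 10 of 18 in genitalia and 5 of 11 in brains.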

Put another way, the average degree of sex-bias normally shown by these genes in control individuals was reduced in *dsx*RNAi individuals (Fig. 2a), and manifested as fewer significantly sex-biased genes across tissues (Fig. 2b), resulting in an approximately threefold reduction in the number of significantly sex-biased genes, from 4,285 (control) to 1,611 (*dsx*RNAi; *P*_adj_<0.05).

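In *dsx*RNAi animals, 218 genes differed between females and males in at least 1 tissue, against 1574 in control animals. Genitalia held 109 female-biased and 97 male-biased genes and brains 7 and 7. Leaving out *dsx*RNAi female library S76 raised the number in genitalia from 206 to 1680, above the 1028 of control genitalia. Leaving out any other library lowered it to between 20 and 191. No gene passed the threshold in thoracic horns or head horns, where 345 (3.81%) and 595 (6.52%) of the genes tested had an unadjusted p under 0.05. Of the genes sex-biased in controls, 81 of 1011 tested in genitalia and 7 of 16 in brains were again called in the same direction, and none of 590 in head horns and of 29 in thoracic horns. When the adjustment was restricted to these genes, 330 were called in genitalia, 13 in brains, 6 in head horns and 3 in thoracic horns. The common biological coefficient of variation was 0.225 in brains, 0.490 in thoracic horns, 0.433 in head horns and 0.454 in genitalia for the *dsx*RNAi comparison, which in each tissue exceeded that of the control comparison. In *dsx*RNAi genitalia the largest differences were male-biased, in OtauTmpM006788 (OTAU006788; log2 fold change -6.50, standard error 0.688), OtauTmpA006789 (-6.44, standard error 0.567) and Dmel-Tmp-cg15537 (OTAU000989; -4.86, standard error 0.678), and in *dsx*RNAi brains they were in OtauTmpM004331 (OTAU004331; -2.20, standard error 0.316), Dmel-Tmp-sqa (OTAU001447; -1.88, standard error 0.219) and OtauTmpM001440 (-1.24, standard error 0.170). From the smaller degree of bias and the smaller number of sex-biased genes after the knockdown, the paper reasons that Dsx has a role in generating sex-biased expression across tissues (Fig. 2).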

Next, we asked whether Dsx mediates genome-wide sex-biased gene expression via inhibition or activation of gene expression across the sexes. 

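The knockdown was tested in each sex separately, with 6 *dsx*RNAi against 6 control libraries per tissue. Summed over tissues, 36 genes passed the threshold in males and 1 in females, out of 8954 to 10049 genes tested per contrast. Supplementary Data 1 lists 1031 gene and tissue pairs for males and 289 for females, of which 1026 and 288 match a gene of the count table by name. The low-count filter kept 733 and 154 of these, and 34 and 1 were called here in the listed direction. At DESeq2's default settings 476 and 43 of the matched pairs were called in the listed direction, and with DESeq2 fitted over all 96 libraries at once, chosen after the data had been examined, 997 and 280.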

To do so we compared the transcriptomes of *dsx*RNAi males with those of control males, as well as those of *dsx*RNAi females to those of control females (Supplementary Data 1). 

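Higher expression in *dsx*RNAi males than in control males passed the threshold for 23 genes in head horns and for none in thoracic horns, brains or genitalia (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The numbers of genes with an unadjusted p under 0.05, in either direction, were 1429 of 9152 (15.6%) in head horns, 598 of 9073 (6.59%) in thoracic horns, 613 of 10005 (6.13%) in brains and 626 of 10049 (6.23%) in genitalia. In head horns, the largest increases among genes whose groups did not overlap were in OtauTmpM001133 (OTAU001133), with 67.6 ± 50.3 CPM in *dsx*RNAi and 3.03 ± 1.05 in control males (SD, n = 6 each; log2 fold change 4.48, standard error 0.566, adjusted p = 0.013 in that test), and in 2 genes of scaffold 250, OtauTmpM003847 (OTAU003847) and OtauTmpM003846 (OTAU003846). OtauTmpM003847 had 7.33 ± 9.16 against 0.479 ± 0.311 CPM and OtauTmpM003846 had 21.4 ± 25.0 against 1.45 ± 0.753 (SD, n = 6 each). For both, a single *dsx*RNAi library, S59, lay far above the other 5, at 26.0 and 72.4 CPM. At DESeq2's default settings, 269 genes in head horns, 88 in thoracic horns, 35 in genitalia and 17 in brains were higher in *dsx*RNAi males.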

We found that in *dsx*RNAi males, several genes are upregulated relative to control males in all four tissues (Fig. 2c), suggesting that Dsx normally directly or indirectly suppresses gene expression in males. 

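Lower expression in *dsx*RNAi than in control males passed the threshold for 13 genes, all in head horns, and *dsx* itself was one of them. With 1 library left out at a time, the number of genes called in male head horns in either direction stayed between 1 and 39. In DESeq2 at its default settings, 257 genes in head horns, 19 in thoracic horns, 15 in genitalia and 10 in brains were lower in *dsx*RNAi males.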

Likewise, we found that in *dsx*RNAi males, several genes are downregulated relative to control males, suggesting that Dsx also normally directly or indirectly activates gene expression in males. In partial contrast, several genes were upregulated in *dsx*RNAi females relative to control females, but solely in head horn tissue. Furthermore, in *dsx*RNAi females, there was limited downregulation of genes in any tissue relative to control females, suggesting that Dsx has a limited role in activating gene expression in females. 

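No gene passed the threshold for higher expression in *dsx*RNAi than in control females in any tissue. In head horns, 637 of 9148 genes (6.96%) had an unadjusted p under 0.05 in either direction, against 200 of 8954 (2.23%) in thoracic horns, 356 of 9999 (3.56%) in brains and 254 of 9935 (2.56%) in genitalia. Default DESeq2 called 37 genes higher in *dsx*RNAi female head horns, 5 in genitalia, 2 in brains and 1 in thoracic horns, and DESeq2 over all 96 libraries, chosen after the data had been examined, called 231, 19, 16 and 12.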

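Lower expression in *dsx*RNAi females passed the threshold for 1 gene, Dmel-Tmp-dpr13 (OTAU009587) in genitalia, which lies on scaffold 690 from 37547 to 72766. It had 41.5 ± 32.8 CPM in control females, from 24.6 to 107.7, and 0.551 ± 0.141 in *dsx*RNAi females, from 0.361 to 0.741 (SD, n = 6 each), a log2 fold change of -6.20 (standard error 0.490, adjusted p = 0.000248 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). One control female library, S89, held the highest value and the other 5 held 37.3 CPM or less. Male genitalia had 1.05 ± 0.672 CPM in control and 0.531 ± 0.325 in *dsx*RNAi male genitalia (SD, n = 6 each). Default DESeq2 called 12 genes lower in *dsx*RNAi female genitalia, 10 in head horns and none in thoracic horns or brains, where 385 and 448 genes had an unadjusted p under 0.05 in that test.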

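Whether the knockdown changed a gene by different amounts in males and females was tested directly, as the interaction of sex and treatment over the 24 libraries of each tissue. In head horns 140 of 9694 genes passed the threshold, of which 113 changed more downward in males than in females and 27 more upward. In thoracic horns 1 gene passed, Dmel-Tmp-pdm3 (OTAU002102), with 4.63 ± 2.19 CPM in control and 19.0 ± 4.44 in *dsx*RNAi males and 22.5 ± 3.94 and 22.3 ± 4.23 in females (SD, n = 6 each). It was picked out after its values were seen. In genitalia 2 genes passed, Dmel-Tmp-awh (OTAU000364) and Dmel-Tmp-dpr13, the first of them likewise picked out afterwards, and in brains none, where 457 of 10347 genes (4.42%) had an unadjusted p under 0.05. From the numbers of genes raised and lowered in each tissue and sex, the paper proposes that Dsx both activates and represses downstream genes and that its influence depends on tissue and sex (Fig. 2).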

Combined, these data suggest that Dsx mediates downstream gene expression by both activation and repression, and that the strength and direction of its influence are highly context-dependent, showing asymmetric effects for different tissues and sexes.

Next, we focused our analysis on the gene repertoire identified in control individuals as exhibiting sex-biased expression to further assess the dependency of sex-biased expression on Dsx for each tissue by sex combination. We detected two major patterns. 

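For each library, the median of ln(FPKM + 1) over the genes sex-biased in control animals gave one value per gene set, so that the 6 libraries of a group are the replicates. The genes were chosen on the same control libraries, which by itself makes the difference between the sexes smaller in any other libraries. The p-values of these sets do not allow for this choice and can be too small. In male thoracic horns, the 12 male-biased genes had a median of 3.28 ± 0.151 in control and 2.29 ± 0.509 in *dsx*RNAi animals (SD, n = 6 each), and all 6 *dsx*RNAi libraries were below the control mean (two-sided exact permutation test, p = 0.00216, adjusted p = 0.0346 over the 16 tests). The mean in control females was 1.80. The 20 female-biased genes rose from 2.25 ± 0.137 to 2.68 ± 0.209 (SD, n = 6 each; exact permutation p = 0.00649, adjusted p = 0.0346), in 6 of 6 libraries, against 3.15 in control females. With TMM-normalized CPM in place of FPKM, the change of the male-biased genes was -0.470 and no longer passed (adjusted p = 0.167), and with genes called by DESeq2 neither set passed (adjusted p = 0.0808 and 0.0519). Genes were also called in 3 against 3 control libraries and measured in the others. The male-biased genes then changed by -0.408 (DESeq2, 20 draws) and -0.339 (edgeR, 5 draws). The female-biased genes changed by 0.302 (DESeq2, 20 draws) and 0.224 (edgeR, 4 draws). In male genitalia, the 374 male-biased genes had 3.09 ± 0.0538 in control and 2.90 ± 0.256 in *dsx*RNAi animals (SD, n = 6 each; exact permutation p = 0.108, adjusted p = 0.277), with 2.23 in control females, and the 654 female-biased genes had 2.92 ± 0.107 and 3.04 ± 0.257 (SD, n = 6 each; exact permutation p = 0.346, adjusted p = 0.554), with 3.36 in control females. Both changes in genitalia had the direction of those in thoracic horns and did not pass the threshold.

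**Figure D2:**
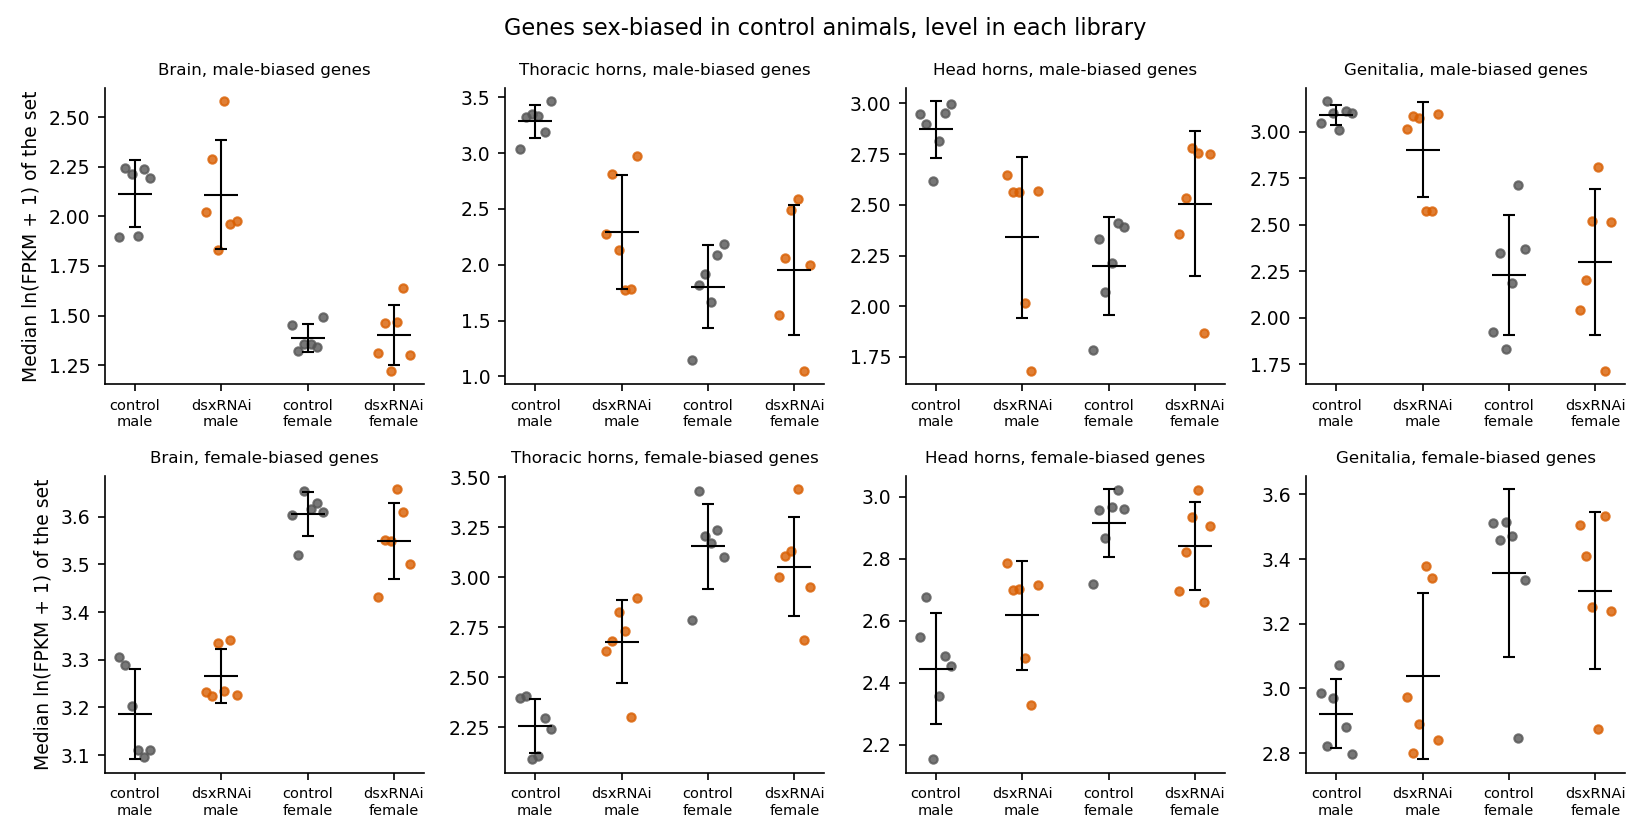
Median ln(FPKM + 1) over the male-biased genes (upper row) and the female-biased genes (lower row) of each tissue in each library (points), with the mean and SD of the 6 libraries of a group (lines); vertical axes differ and do not start at 0. In male thoracic horns the male-biased genes have a mean of 3.28 in controls and 2.29 in *dsx*RNAi animals.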

First, in two tissues (genitalia and thoracic horns), genes whose expression exhibited male bias in control individuals generally exhibited reduced expression in *dsx*RNAi males, approximating the expression levels of the same genes in control females, and genes whose expression normally exhibits female bias in control individuals generally exhibited increased expression in *dsx*RNAi males, now approximating the expression levels of the same genes in control females (Wilcoxon test, *P*_adj_<0.05, Fig. 3a upper left; Supplementary Fig. 2). 

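In male brains, the median ln(FPKM + 1) of the 10 female-biased genes was 3.19 ± 0.094 in control and 3.27 ± 0.0568 in *dsx*RNAi animals (SD, n = 6 each; two-sided exact permutation test, p = 0.117, adjusted p = 0.277), with 3.60 in control females. That of the 6 male-biased genes was 2.11 ± 0.168 and 2.11 ± 0.275 (SD, n = 6 each; exact permutation p = 0.981), with 1.39 in control females. The first difference was in the direction of control females, and neither passed the threshold. Taking the mean over genes in place of the median, the female-biased genes rose by 0.0707 in 6 of 6 libraries and passed (adjusted p = 0.0115). With TMM-normalized CPM the rise was 0.0112, in 3 of 6 libraries (exact permutation test, adjusted p = 0.831). With genes called by DESeq2 it was 0.0725 (exact permutation test, adjusted p = 0.277). Genes called by DESeq2 over all 96 libraries, chosen after the data had been examined, rose by 0.390 and passed.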

The same patterns were also observed in male brains, although these trends were not significant (Supplementary Fig. 2). 

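In females, the same gene sets did not differ between treatments in these tissues. The female-biased genes changed by -0.103 in thoracic horns (two-sided exact permutation test, p = 0.459), -0.0550 in genitalia (p = 0.641) and -0.0557 in brains (p = 0.169), and the male-biased genes by 0.152 (p = 0.589), 0.0714 (p = 0.736) and 0.0141 (p = 0.868), each on the scale of ln(FPKM + 1) and with 6 libraries against 6 in the exact test. The lowest of these p-values after adjustment over the 16 tests was 0.338. The SDs of the 6 libraries were up to 0.247 for the female-biased and 0.582 for the male-biased sets in thoracic horns of *dsx*RNAi females.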

The reverse pattern in females, however, was not observed across these three tissues; the degree of male-biased and female-biased gene expression did not increase or decrease, respectively, in *dsx*RNAi knockdown females (Fig. 3a, upper right; Supplementary Fig. 2).

The second pattern was observed in head horns only, and involved changes in gene expression for both sexes. 

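In male head horns, the median ln(FPKM + 1) of the 301 male-biased genes fell from 2.87 ± 0.140 in control to 2.34 ± 0.396 in *dsx*RNAi animals (SD, n = 6 each; two-sided exact permutation test, p = 0.00433, adjusted p = 0.0346), and all 6 *dsx*RNAi libraries were below the control mean. That of the 294 female-biased genes was 2.45 ± 0.179 and 2.62 ± 0.176 (SD, n = 6 each; exact permutation p = 0.121, adjusted p = 0.277), with 5 of 6 libraries above the control mean. With TMM-normalized CPM the female-biased genes rose by 0.332 and passed (adjusted p = 0.0115), and with genes called by DESeq2 the male-biased genes did not pass (adjusted p = 0.0519). In female head horns, the male-biased genes had 2.20 ± 0.240 in control and 2.51 ± 0.355 in *dsx*RNAi animals (SD, n = 6 each; exact permutation p = 0.11, adjusted p = 0.277), again with 5 of 6 libraries above the control mean, and the female-biased genes had 2.92 ± 0.109 and 2.84 ± 0.142 (SD, n = 6 each; exact permutation p = 0.323, adjusted p = 0.554). With TMM-normalized CPM the male-biased genes of females changed by 0.240 (exact permutation p = 0.026, adjusted p = 0.0831). The female-biased genes then changed by -0.145 (exact permutation p = 0.0173, adjusted p = 0.0693), and neither set passed.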

In this tissue, *dsx*RNAi males exhibited a reduced degree of male-biased gene expression and an elevated degree of female-biased gene expression (Fig. 3b; lower left), whereas *dsx*RNAi females solely exhibited an elevated degree of male-biased gene expression (Fig. 3b; lower right). 

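The difference between the sexes in the response of these gene sets was tested by permuting the treatment labels within each sex. The male-biased genes of head horns changed by -0.531 in males and 0.307 in females, a difference of -0.838 (permutation p = 0.00188, adjusted p = 0.015 over 8 tests). In thoracic horns the differences were -1.14 for male-biased genes (permutation p = 0.00944, adjusted p = 0.0252) and 0.525 for female-biased genes (permutation p = 0.00872, adjusted p = 0.0252). The other 5 sets did not pass, with the female-biased genes of brains at an adjusted p of 0.0565, those of head horns at 0.0984, those of genitalia at 0.413, the male-biased genes of genitalia at 0.364 and those of brains at 0.905. From the sets that moved in males and the one that moved in females, the paper proposes that Dsx modulates sex-biased expression in each of the 4 male tissues but in females only in head horns, by suppressing male-biased genes (Fig. 3).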

Together, these data suggest that Dsx directly or indirectly modulates sex-biased gene expression across all four tissues assessed in this study (brains, genitalia, thoracic horns and head horns) in males, but only in a single tissue in females (head horns) by specifically suppressing genes with male-biased expression (Fig. 3c).

### Sex-biased genes at a functional level

Our enrichment analysis was performed to determine what functional processes are overrepresented among genes with sex-biased or Dsx-mediated expression (Supplementary Data 2). 

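Supplementary Data 2 lists 14 categories for genes with sex-biased expression in head horns, 11 of them with a distinct set of readable members. The authors picked these categories by resampling gene scores from the same libraries. A pass in a similar test is therefore largely fixed by that choice and is not independent support. The members of each were scored by the mean −log10 p of the comparison of control females with control males, and set against 10000 random gene sets of the same size matched on mean expression, a permutation of genes and not of libraries. Of the 11 categories, 6 passed (adjusted p under 0.05). They were vesicle categories such as vesicle coat, whose 14 tested members had a mean score of 2.53 against 0.965 in random sets (permutation p = 0.0001, the smallest these sets can give, adjusted p = 0.000275), and protein serine/threonine kinase activity. The 16 tested members of immune system process had a mean score of 0.998 against 0.887 (permutation p = 0.295), and 1 of them was called sex-biased. The 15 members of taxis had 1.37 against 0.918 (permutation p = 0.0443, adjusted p = 0.0659), with 3 called. Lists of members are shortened in the supplement, and 244 of the 481 members it counts over these categories could be read. The random sets ignore correlation between the members of a category and the score ignores direction, whereas the camera test estimates the first and asks for a shift in one direction. It gave an adjusted p of 0.844 for immune system process and 0.872 for taxis, and none of the 11 passed. For protein serine/threonine kinase activity camera estimated a correlation of -0.0113, so correlation does not account for its loss, and for the other categories which of the 2 properties matters was not tested.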

We found that genes with sex-biased expression in head horn tissue are enriched for functional processes related to immunity and cellular taxis. Although immunity might seem unrelated to horn development, it is worth noting that this category included genes involved with morphogenesis (*dachs*; *lola*), cell growth and death (*ago*; *syx5*; *traf6*), the dopamine biosynthetic pathway (*tan*) and dorsoventral patterning of the early embryo (*dl*; *tl*), processes known or suspected to contribute to horn development^13^,^15^,^16^. In addition, we found that sex-biased genes expressed in thoracic horns were enriched for functional processes related to WNT signalling, extracellular matrix construction, receptor binding and axon development.

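Comparing control females with control males in head horns, lola (Dmel-Tmp-lola, OTAU006476) had 770 ± 104 CPM in females and 605 ± 59.0 in males (SD, n = 6 each), a log2 fold change of 0.36 (standard error 0.110, adjusted p = 0.0736 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and was past the threshold with DESeq2 at its default settings (adjusted p = 0.0125) but not with all 4 groups of the tissue in one fit (adjusted p = 0.0538). The other genes had adjusted p from 0.118 to 0.804 in edgeR's test. Among these, syx5 (OTAU005961) had 43.3 ± 3.84 and 50.7 ± 3.92 CPM, dachs (Dmel-Tmp-d, OTAU016653) 72.8 ± 9.68 and 57.7 ± 14.0, tl (OTAU006712) 195 ± 33.0 and 172 ± 20.6, ago (OTAU000551) 49.9 ± 2.99 and 48.5 ± 2.40, and traf6 (OTAU008431) 40.8 ± 4.75 and 39.6 ± 4.92, in females and males in turn (SD, n = 6 each). The name dl is carried by 2 genes with opposite differences, OTAU002744 with 55.7 ± 9.95 and 39.8 ± 12.1 CPM and OTAU006293 with 59.0 ± 13.3 and 75.0 ± 14.5 (SD, n = 6 each). Reads that fit both could have been split between them. The gene tan (Dmel-Tmp-t, OTAU006686) had 0.598 ± 0.440 and 0.255 ± 0.160 CPM (SD, n = 6 each), with at most 18 reads in a library, and was below the filter on low counts. So was the second gene named Dmel-Tmp-d, OTAU004234, with 0.203 ± 0.141 and 0.0164 ± 0.0400 CPM (SD, n = 6 each) and at most 4 reads in a library.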

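For thoracic horns, the same test against random gene sets was run on the 7 distinct categories listed, and 6 passed. These categories too were picked by the authors on the same libraries, which favours a pass. The 16 tested members of the Wnt signaling pathway had a mean −log10 p of 1.12 against 0.572 in random sets (permutation p = 0.0044, adjusted p = 0.0197), the 12 of extracellular matrix 1.09 against 0.606 (permutation p = 0.0141, adjusted p = 0.0197), the 16 of receptor binding 1.03 against 0.580 (permutation p = 0.0084, adjusted p = 0.0197) and the 16 of axon development 0.990 against 0.586 (permutation p = 0.0131, adjusted p = 0.0197). Each held 1 gene called sex-biased, so the scores rest on differences below the threshold for single genes. In camera, extracellular matrix (adjusted p = 0.0158) and proteinaceous extracellular matrix (adjusted p = 0.036) passed.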

We also evaluated the enrichment of functional processes in genes whose expression was Dsx-mediated and found that Dsx-mediated genes in male head horns were enriched for MAP kinases, threonine kinases and functions involved with receptor signalling, whereas genes that were Dsx-mediated in male thoracic horns were enriched in functional processes related to chitin and cuticle construction, sensory perception and sugar metabolism. 

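In male head horns, all 4 categories listed passed the test against random gene sets for the comparison of *dsx*RNAi with control males. They were listed from a similar test on the same libraries, so the passes are not independent support. The 5 tested members of MAP kinase activity had a mean −log10 p of 1.80 against 0.746 (permutation p = 0.0028, adjusted p = 0.0056), the 23 of protein serine/threonine kinase activity 1.38 against 0.715 (permutation p = 0.0001, adjusted p = 0.0004), the 7 of receptor signaling protein serine/threonine kinase activity 1.33 against 0.743 (permutation p = 0.024, adjusted p = 0.032) and the 11 of receptor signaling protein activity 1.09 against 0.723 (permutation p = 0.0407, adjusted p = 0.0407). Of these members, 1 was called as a single gene. In camera the 4 categories had an adjusted p of 0.987. The categories listed for male thoracic horns were not analysed here.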

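In female head horns, 8 of the 10 distinct categories listed were tested. All 8 passed the test against random gene sets for the comparison of *dsx*RNAi with control females. These categories, and those of female thoracic horns below, were also listed from the same libraries, which favours a pass. Ion gated channel activity, with 6 readable members, and calcium activated cation channel activity, with 5, were not tested. The 15 tested members of potassium ion transport had a mean −log10 p of 1.01 against 0.490 (permutation p = 0.0007, adjusted p = 0.0056), the 14 of cation channel activity 0.829 against 0.498 (permutation p = 0.0156, adjusted p = 0.0156), and the 5 of extracellular matrix structural constituent 1.31 against 0.458 (permutation p = 0.0022, adjusted p = 0.00736). No member was called as a single gene. In female thoracic horns 5 of 7 passed, of which monocarboxylic acid metabolic process had the lowest p, with a mean score of 0.603 against 0.345 over 19 members (permutation p = 0.0022, adjusted p = 0.0154). None of these categories passed with camera, where the lowest adjusted p was 0.243 in head horns and 0.523 in thoracic horns.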

For Dsx-mediated genes in female head horns, we found that they were enriched for the functional categories of extracellular matrix construction, and ion channels, whereas those Dsx-mediated in female thoracic horns were enriched mainly in functional categories related to metabolic processes.

Lastly, we compared our functional categories with those identified by a previous study on fruit flies wherein the authors performed an enrichment analysis to determine what gene ontology categories were overrepresented among 3,717 putative Dsx targets^9^ (Supplementary Data 3). Fly putative Dsx targets and horned beetle sex-biased genes were both enriched for immune system processes, receptor binding, axogenesis and WNT signalling functional categories; fly putative Dsx targets and horned beetle Dsx-mediated genes were both enriched for receptor binding and regulation of morphogenesis functional categories.

### Binding-site analysis

To define the target repertoires of Dsx across sexes and tissues in *O. taurus,* we then sought to identify genes likely targeted directly by Dsx and distinguish them from genes whose expression changes occur as an indirect consequence of Dsx modulation. We defined putative direct Dsx targets as genes (i) whose expression exhibited differential expression between control and *dsx* mRNA knockdown animals and (ii) which possessed five or more significant predicted Dsx*-*binding sites (Supplementary Data 4). We then compared the composition of these putative Dsx target repertoires across sexes and tissues. 

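The putative targets of Supplementary Data 4 combine a difference after knockdown with at least 5 predicted binding sites. The binding sites were not analysed here, and the difference was measured again for each listed gene in its own sex and tissue. Of 853 gene and tissue pairs listed for males, 850 matched a gene by name, 602 passed the filter on low counts, and 26 were called in the listed direction. Of 238 listed for females, 237 matched, 119 passed the filter and 1 was called. Every one of the 602 and 119 tested had the listed sign. This does not show that the list is stable, since it was made from the same libraries. With the adjustment restricted to the listed genes, 390 of 436 tested in male head horns and 83 of 88 in female head horns were called.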

We found that Dsx targeted largely non-overlapping gene repertoires in homologous tissues of males and females, irrespective of whether Dsx was suppressing or activating the expression of those genes (Supplementary Data 4). 

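In genitalia, none of the 20 male targets that passed the low-count filter was called over all genes, and 1 of the 18 female targets was called, Dmel-Tmp-dpr13 (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The listed male targets had absolute log2 fold changes from 0.71 to 8.43, with a median of 3.04, and an unadjusted p under 0.05 for all 20, and the female targets from 0.52 to 6.20, with a median of 1.87, and an unadjusted p under 0.05 for 17. Of the 67 genes listed for either sex, none was listed for both.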

For example, although Dsx directly targeted 36 and 31 genes in female and male genitalia, respectively, none of these genes were the same. Genes putatively targeted by Dsx in brains and thoracic horns also exhibited this pattern. 

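In brains, the paper's lists hold 25 male and 8 female targets with no gene in common. In thoracic horns they hold 212 and 17, with 2 genes in common, of which 1 was modulated in the same and 1 in the opposite direction. The filter on low counts kept 10 and 3 of the brain targets and 136 and 10 of the thoracic horn targets, and none of these was called over all genes, where 613 and 356 genes in brains and 598 and 200 in thoracic horns of males and females had an unadjusted p under 0.05.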

The only exception to this pattern occurred in head horns where a surprisingly large number of the same genes were affected in opposing directions in male and females, accounting for 8% of all head horn genes putatively targeted by Dsx. In contrast, genes targeted in both male and female head horns that were modulated in the same direction constituted only 0.3% of Dsx-targeted genes in head horns. This finding suggests that although Dsx acts independently between the sexes in most *O. taurus* tissues, it can also work as a switch to generate alternate sexual phenotypes in head horn tissues.

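The paper's lists for head horns hold 585 male and 177 female targets, and 54 of the 706 genes on either list (7.65%) are listed as modulated in opposite directions. Of these 54, 53 matched a gene by name and 25 passed the low-count filter in both sexes. All 25 had opposite signs in males and females, with a median log2 fold change of -1.73 in males and 2.29 in females. In males 2 of them were past the threshold and in females none (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), with adjusted p in females from 0.656 to 0.72. DESeq2 at its default settings called 23 in males and 6 in females. The interaction of sex and treatment, which tests the difference between the 2 effects, passed for 21 of the 25. The signs and the interaction were measured on the libraries from which the list was made.

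**Figure D3:**
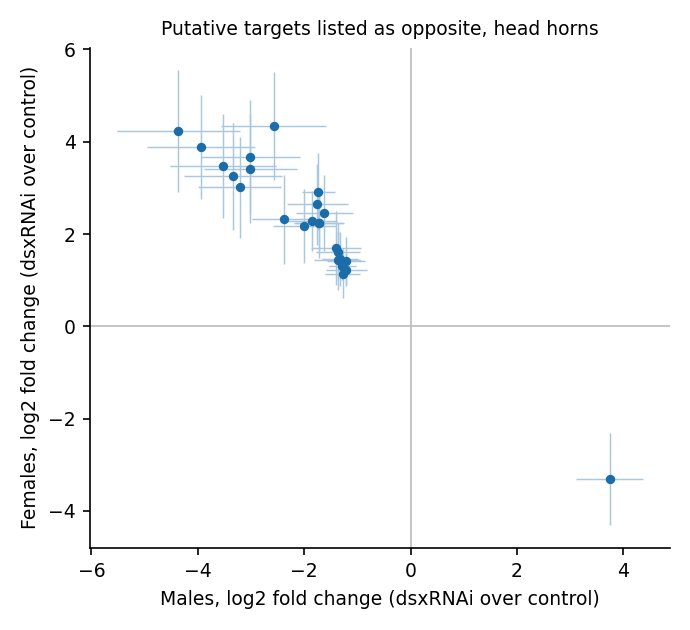
Log2 fold change of *dsx*RNAi over control in male head horns (horizontal axis) against that in female head horns (vertical axis) for the 25 genes of the paper's list of oppositely modulated targets that passed the filter in both sexes; lines are standard errors. Of the 25 genes, 24 are lower in males and higher in females after the knockdown, and 1 is higher in males and lower in females.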

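Of the same 706 listed genes, 2 (0.28%) are listed as modulated in the same direction in both sexes. Called from the counts, no gene was past the threshold in both male and female head horns among 8981 tested in both, where 34 were called in males and none in females. DESeq2 at its default settings called 487 in males and 47 in females among 10399, and 14 in both, 11 in opposite directions and 3 in the same direction, where 2.2 would be shared by chance (Fisher's exact test, p = 1.67e-08, across genes, which are not independent).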

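Across all 8981 genes tested in both sexes of head horns, and not only the listed ones, the log2 fold changes of males and females had a Pearson correlation of -0.411 (Spearman -0.143), against -0.229 in thoracic horns, -0.0868 in genitalia and 0.222 in brains. These correlations are across genes, which are not independent replicates. In head horns, 27 of 100 paired splits of the male and of the female libraries gave a correlation at least as large in size. From the shared targets with opposite directions, the paper proposes that Dsx works as a switch between the sexes in head horns, while acting independently in the sexes in most other tissues.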

Lastly, we sought to determine which, if any, of these putative targets of Dsx were unique or shared across tissues within a sex. 

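Of the 750 genes listed by the paper as male targets in any tissue, 492 are listed for head horns only, and of the 234 female targets 175 are. Called from the counts, all 26 male targets past the threshold were in head horns, and the 1 female target was in genitalia. The same concentration in male head horns held for the 36 genes called in males with or without binding sites. At DESeq2's default settings, 288 of the 391 listed male targets that were called, and 23 of the 36 female ones, were in head horns.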

Among tissues (but within sexes), the majority of Dsx targets were uniquely expressed in head horn tissue (75% and 66% of all female and male targets, respectively; Supplementary Fig. 3). 

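The paper lists 123 male targets for thoracic horns only, 23 for brains only and 17 for genitalia only, and 15, 8 and 34 female targets in the same order. Of the listed male targets of thoracic horns that were tested, 131 of 136 had an unadjusted p under 0.05, with absolute log2 fold changes from 0.54 to 7.83 and a median of 2.04, and none was past the adjusted threshold over all genes. Called by DESeq2 at its default settings were 77 of the 212.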

The remaining Dsx targets were concentrated in single tissues in both sexes (for example, 16% of targets of the male isoform are expressed exclusively in thoracic horn tissue). The only exception to this pattern was that male head and thoracic horn tissue shared a sizeable number of putative Dsx targets (11% of all male targets), whereas the homologous tissues in females shared none (Supplementary Fig. 3). 

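The lists share 79 male targets between head horns and thoracic horns only, and no female targets. No gene was called by edgeR in male thoracic horns, where 598 had an unadjusted p under 0.05, so none was shared. Among the Dsx-mediated genes that default DESeq2 called in males, with or without binding sites, 35 of the 343 higher after the knockdown (10.2%) and 8 of the 288 lower (2.78%) were called in head horns and thoracic horns only, and none of 44 and 22 in females. With all 4 groups of the tissue in one fit these were 2 of 45 and 1 of 20 in males. DESeq2 over all 96 libraries, chosen after the data had been examined, had 84 of 593 and 12 of 326 in males and 3 of 268 and 0 of 49 in females, and it called 206 of the 212 listed male targets of thoracic horns and 570 of the 582 matched in head horns, and 16 of 17 and 172 of 176 in females.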

Collectively, the data from the binding-site analysis support the notion that Dsx directly influences the expression of its target genes in a largely tissue- and sex-specific manner, with the exceptions being that (i) a considerable number of putative targets expressed within males are shared between head and thoracic horns, and (ii) a considerable number of putative targets expressed within head horns are both shared and oppositely modulated by Dsx in males and females.

As a final comparison we contrasted Dsx targets identified in this study to those identified in a study of the fruit fly *Drosophila melanogaster*^9^. Using BLAST searches we found 603 *O. taurus* orthologs corresponding to the Dsx targets identified in the fly study. Of these, 444 were also found by our binding-site analysis, such that ∼74% of the Dsx targets identified in the fly study were also recovered in our study (Supplementary Data 5). 

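For the expression side of this definition, *dsx* was called lower in *dsx*RNAi than in control animals in 1 of the comparisons, male head horns. The adjusted p was 0.136 in male thoracic horns, 0.783 in male genitalia, 0.747 in female head horns, and 1 in female thoracic horns and female genitalia (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The gene was itself the target of the injected double-stranded RNA, so that a lower count in *dsx*RNAi animals measures the knockdown together with any regulation of *dsx* by its own protein.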

Interestingly, both the fly study and our study identified *dsx* as a target of itself.

### Candidate pathways and genes for future functional studies

Our analyses identified several candidate pathways and genes as putative Dsx targets, which had independently been implicated in the regulation of sex-specific development by previous studies, such as ecdysteroid and *hedgehog* signalling pathways^13^,^17^. We also identified several other prominent and well-studied pathways as putative *O. taurus* Dsx targets whose roles in *Onthophagus* development remain to be characterized, such as the JNK signalling pathway^18^ or circadian regulators^19^,^20^. More generally, and consistent with several recent studies on other insects, *O. taurus* Dsx appears to target a wide diversity of genes, including both upstream regulatory genes as well as more terminal effector genes^21^,^22^,^23^. Our study similarly found that Dsx putatively targets genes that are both at the top (for example, *homothorax, distal-less* and *pumilio*) and bottom (for example, chitinases, cathepsin and myosins) of developmental hierarchies. 

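In male head horns, homothorax (Dmel-Tmp-hth, OTAU003890) had 48.8 ± 19.8 CPM in *dsx*RNAi and 26.4 ± 5.81 in control animals (SD, n = 6 each), a log2 fold change of 0.89 (standard error 0.255, adjusted p = 0.177 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and pumilio (Dmel-Tmp-pum, OTAU000132) had 519 ± 403 and 294 ± 17.8 (SD, n = 6 each; log2 fold change 0.84, standard error 0.401, adjusted p = 0.337). Neither was past the threshold in that test. In DESeq2 at its default settings, homothorax was (adjusted p = 0.0254) and pumilio was not (adjusted p = 0.222), and with all 4 groups of the tissue in one fit neither was (adjusted p = 0.107 and 0.215). For distal-less (Dmel-Tmp-dll, OTAU010222) in male thoracic horns, the highest control library held 2 reads and the highest *dsx*RNAi library 14. Its 0.810 ± 0.688 CPM in *dsx*RNAi and 0.213 ± 0.151 in control animals (SD, n = 6 each) were below the filter on low counts, and no fold is given against a group at that floor.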

Collectively, these results provide valuable substrate for future functional analyses.

## Discussion

Understanding how developmental-genetic mechanisms enable, bias or constrain the often rapid evolution of sex-specific differentiation in insects and beyond necessitates an understanding of the context-dependency of Dsx target gene repertoires. In this study we used the sexually dimorphic bull-headed dung beetle *O. taurus* to investigate Dsx's target repertoires as a function of sex and tissue type. Our approach employed the functional knockdown of *dsx* using RNAi in concert with genome-wide analyses of gene expression. We found that (i) Dsx has a central role in generating sex-biased gene expression by both activation and suppression of gene expression; (ii) whereas Dsx modulates sex-biased gene expression across several male tissues, its role in homologous female tissues is mostly restricted to head horn tissue; and (iii) the target repertoire of Dsx in head horns is unique in that it is both exceptionally large relative to the other tissues assessed, and because some of these targets are shared between males and females—albeit modulated in opposite directions—whereas targets among other tissues are largely sex-specific. Together, our results suggest that the target repertoires of Dsx, although asymmetric in size between sexes and among tissues, can evolve rapidly to accommodate novel, sexually dimorphic traits, whether governing gene expression through sex-specific or switch-like mechanisms.

Consistent with previous studies in *O. taurus* that assessed sex-biased gene expression across a subset of the same tissue types used in this study^24^,^25^,^26^,^27^, our control comparisons revealed widespread female- and male-biased gene expression, most of which was also tissue-specific. Our finding that genes with female- or male-biased expression in control animals became more similar in expression when assessed in *dsx*RNAi knockdown animals is also consistent with the existing literature implicating Dsx as a master regulator of sexual differentiation^1^,^28^,^29^. Further, we found that, across tissues, Dsx generates genome-wide sex-biased gene expression via both the activation and suppression of downstream genes. Although Dsx's activating and suppressing nature has been described for several candidate genes^1^, our study reveals that Dsx may be exerting this role broadly across the genome. Two patterns are perhaps most surprising; first, both female and male Dsx isoforms actively repress gene expression in head horns. Although previous work has determined that female hornlessness relies at least in part on the repression of gene expression^14^,^27^, our results here indicate that the explosive growth of male head horns may similarly require the repression of several genes.

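Over the 4 tissues of control animals, the ratio of 943 female-biased to 664 male-biased genes came from genitalia, where 63.6% of the called genes were female-biased, while head horns were even at 49.4%. The share in genitalia fell to 45.6% without a filter on low counts. With 1 library left out, female-biased genes were the more numerous only without S89 (2323 and 2245), S90 (149 and 142) or S94 (189 and 153). Without any other library they were the fewer, as without S92 (37 and 84). With the first principal component as a covariate, chosen after the data had been examined, the numbers were 43 and 53. In genitalia this covariate may also remove sex bias, because the component may differ between the groups. For the knockdown, 36 genes were called in males and 1 in females. Default DESeq2 called 628 and 66 different genes, and DESeq2's size factors in edgeR, no filter on low counts and all 4 groups of a tissue in one fit also gave more genes in males than in females when summed over tissues, a sum that was not taken with libraries left out. The spread between libraries was larger in the female comparison in each tissue. The common biological coefficient of variation of the male and female comparisons was 0.191 and 0.205 in brains, 0.417 and 0.458 in thoracic horns, 0.379 and 0.393 in head horns, and 0.348 and 0.483 in genitalia.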

Second, although we detected nearly twice as many genes with female-biased as opposed to male-biased expression among control animals, many fewer genes were in fact modulated by Dsx in females than in males across tissues. Given the wealth of genes with female-biased expression, these data suggest that Dsx-independent mechanisms must exist to account for non-Dsx modulated sex-biased gene expression, a finding that is not entirely unexpected. One potential Dsx-independent mechanism for producing female-specific phenotypes is the gene *hermaphrodite* (*her*), a zinc finger protein that can likely regulate female-biased gene expression directly. In *D. melanogaster*, the *her* pathway sometimes interacts with the female-specific Dsx protein, but can also function independently of Dsx to control downstream target genes in cells that give rise to female-specific traits^30^. In our study, expression levels of *her* did not change significantly in response to *dsx* knockdown (Supplementary Data 1), which would be consistent with *her* acting independently of Dsx.

Next we investigated how Dsx modulates, in each sex, genes that have female-biased or male-biased expression (as assessed in control animals). We found that in males, Dsx modulates male-biased and female-biased expression in all four male tissues assessed, but in females it solely modulates male-biased expression, and only in a single tissue: head horns. In this female tissue, the female Dsx isoforms suppress many of the same genes that are activated by the male Dsx isoform in males. This type of antagonistic gene regulation between the sexes, observed uniquely in head horn tissue, may provide a mechanism to amplify or refine preexisting somatic sex-biased growth in a sexually selected trait (of the traits assessed in this study, only head horns are sexually selected^31^). 

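The rise of male-biased genes in *dsx*RNAi female head horns was measured again with genes chosen on other libraries, since genes called male-biased are low in the control females they are then compared with. Genes were called by DESeq2 in 3 against 3 control libraries, over 20 seeded draws, and their median ln(FPKM + 1) was compared between *dsx*RNAi females and the control females not used for calling. The mean difference was 0.384, from -0.0305 to 0.606, and was above 0 in 19 of 20 draws, against 0.673 in the control libraries used for calling. With genes called by edgeR it was 0.369, from 0.0983 to 0.754, over the 14 draws that gave genes. In males the same genes changed by -0.626 on average, and below 0 in all 20 draws. In thoracic horns and genitalia of females the mean differences were -0.119 and -0.0270.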

Although males may experience sexual selection to grow larger horns, females may experience natural selection to suppress horns; indeed, horns inhibit manoeuverability in tunnels, which is essential for females who assume the burden of constructing tunnels and broodballs^32^. Genes underlying horn growth might then be sexually antagonistic^33^; the ability of the female Dsx isoforms to repress the same genes that are promoted by the male Dsx isoform may alleviate the consequences of such sexual antagonism, resulting in the rapid evolution of novel Dsx targets in female head horns relative to other female traits that are not sexually selected, a pattern we predict might also be found in other sexually selected traits such as the eye stalks of diopsid flies or the mandibles of stag beetles.

The observation that the contributions of male and female Dsx isoforms to sex-biased gene expression are asymmetric among several tissues (brain, genitalia and thoracic horn) is not altogether unexpected because the alternate splicing of *dsx,* and therefore the existence of sex-specific isoforms and their discrete roles in sexual differentiation, is itself a derived phenomenon^34^. Although basal insect lineages possess alternately spliced isoforms of Dsx, other arthropods outside the Hexapoda do not, nor do more distantly related Ecdysozoa^3^. In the crustacean *Daphnia*, for instance, no alternate male and female isoforms are produced, and although Dsx is essential for male development it is not necessary for female differentiation^35^. Similarly, in the nematode *Caenorhabditis elegans* (which also lacks sex-based splicing), DMRT expression is necessary for male differentiation, but non-essential for the development of hermaphrodites^36^. The significance of *Dmrt* genes for promoting male-specific development even has parallels in vertebrates; in mouse, DMRT1 is responsible for maintaining male and suppressing female gonadal identity^37^. Finally, correlative studies demonstrate a relationship between DMRT1 and male-specific development across several taxa including flatworms, molluscs, amphibians, turtles and crocodiles^38^. Thus, if the sex-specific splicing of *dsx* in insects derives from a non-spliced ancestral condition where Dsx had a role in promoting male development only, it is possible that the targets and functions of the female Dsx isoforms are relatively novel (Fig. 4) and less numerous than those of the male isoform.

Beyond understanding how genes are generally modulated by Dsx, identifying the repertoire of genes directly targeted by Dsx is critical for understanding how sexual differentiation is achieved during development and how sexual dimorphisms may be modified during evolution^8^,^39^. We used a genome-wide bioinformatic approach to determine which of the genes whose expression changed significantly after our *dsx* knockdown also harboured predicted Dsx*-*binding sites (hereafter, ‘putative Dsx targets'). Our findings in *Onthophagus* agree with those of two functional studies in *Drosophila* involving Dsx-binding sites in the enhancer regions of genes *yellow*^40^ and *desatF*^41^, suggesting that our approach was successful in identifying likely and biologically relevant targets of Dsx at a genome-wide level. Generally, our binding-site analysis revealed that most genes whose expression is modulated by Dsx also contain multiple Dsx*-*binding sites, that is, qualify as putative Dsx targets. More specifically, our analysis shed light on at least two critical aspects of Dsx's role in generating sexual dimorphism. First, Dsx targets are often tissue-specific and vary widely among body regions. Although previous studies have emphasized the importance of changes in Dsx 's spatial expression in evolution^42^, here we show that the target repertoire of Dsx may be similarly evolutionarily labile across tissues and may diverge rapidly to accommodate novel traits and patterns of trait expression. Second, most of these putative targets were regulated only in males or females, but in head horns, a sizeable number were regulated in both sexes but in opposite directions. These findings highlight two distinct avenues by which Dsx may directly mediate sexually dimorphic development in homologous structures in males and females. In tissues like thoracic horns and genitalia, Dsx appears to directly target essentially non-overlapping gene sets in males and females such that male and female patterns of gene activation and repression in those tissues are independent of each other. In contrast, in head horns, Dsx appears to act like a switch mechanism, activating the same genes in males that are being repressed in females. These results match findings from several other studies demonstrating that male and female Dsx isoforms modulate target genes in both opposing^39^,^43^,^44^ as well as sex-independent directions^30^,^41^.

Taken together, our assessment of Dsx targets suggests that the size and nature of Dsx*'*s target repertoires varies considerably between tissues and among sexes. This remarkable ability of Dsx to differentially regulate diverse suites of genes between tissues of the same sex may be due to the differential presence of cofactors among tissues that interact with Dsx or with *cis*-regulatory elements that direct transcription in a tissue-specific manner^45^. In the same vein, Dsx may be able to differentially direct expression between sexes in homologous tissues owing to the distribution of sex-specific cofactors, or alternatively, the differing properties of its male and female isoforms that possess male-specific and female-specific oligomerization domains (that is, the domains that interact with cofactors^10^). For example, in *Drosophila*, the DNA-binding domain of Dsx is shared by the male and female isoforms, but the C-terminal amino acids are encoded by female- and male-specific exons. These differences manifest as different cofactor interactions with Dsx between the sexes in homologous tissues. For instance, the intersex protein is produced in both males and females, but interacts only with Dsx^F^ and not Dsx^M^ 46,47. A similar phenomenon likely occurs in *O. taurus*, where—as in *Drosophila*—sex-specific isoforms possess the same functional DNA-binding and oligomerization domains, but the female *dsx* transcripts (*Otdsxf* 1–5) possess translation termination codons that are absent from the male *dsx* transcripts^14^ (Fig. 1a), likely rendering them functionally divergent.

Our analysis also revealed diverse candidate genes and pathways that possibly underlie sexually dimorphic development (Supplementary Data 4), specifically of horn tissues. 

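In males, the log2 fold change of *dsx* after the knockdown was -2.14 (standard error 0.233, adjusted p = 0.00826 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment) in head horns and -2.19 (standard error 0.385, adjusted p = 0.136) in thoracic horns. The estimates are of the same size and differ in which side of the threshold they fall. The unadjusted p were 9.03e-07 and 0.000105, over 9152 and 9073 genes tested.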

Interestingly, we found that Dsx may be regulating itself in male head and thoracic horns by activating its own expression. In contrast, Dsx does not activate its own expression in female head or thoracic horns, not because Dsx is not present to begin with (its presence in females has been previously confirmed by real-time PCR^14^), rather, the two isoforms must be differentially interacting with cofactors that influence their own expression.

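In females, the log2 fold change of *dsx* was -0.996 (standard error 0.498, adjusted p = 0.747 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment) in head horns and -1.31 (standard error 0.282, adjusted p = 1) in thoracic horns, with unadjusted p of 0.0692 and 0.000583.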

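Of the 25 genes of this list that passed the low-count filter in both sexes, 24 were lower in males and higher in females after the knockdown and 1 was the reverse. The largest differences between the sexes' effects were in Dmel-Tmp-cg4213 (OTAU005757), with log2 fold changes of -4.36 (standard error 1.16) in males and 4.22 (standard error 1.32) in females, and Hsap-Tmp-kcnt2 (OTAU009948), with -3.94 (standard error 1.01) and 3.89 (standard error 1.13). The most precise was in Dmel-Tmp-pain (OTAU009707), with -1.28 (standard error 0.254) and 1.30 (standard error 0.304), whose interaction had an adjusted p of 0.0102 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment. These genes were picked out after their values were seen.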

Of the 54 genes that are shared between but differentially modulated by male and female Dsx isoforms in head horn tissue, 53 are activated by the male Dsx isoform (and suppressed by the female Dsx isoforms) and only 1 is activated by the female Dsx isoforms (and suppressed by the male Dsx isoform). The gene activated by the female *dsx* isoforms is the transcription factor cycle (also known as ARNTL and BMAL-1^19^), a well-known circadian rhythm regulator^20^. This finding is intriguing, given that other circadian rhythm genes have been identified as having sex-biased patterns in *O. taurus* head horns using independent methods^27^.

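The gene cycle had 0.432 ± 0.314 CPM in control males and 6.07 ± 4.36 in *dsx*RNAi males (SD, n = 6 each), a log2 fold change of 3.75 (standard error 0.630, adjusted p = 0.0341 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). In females it fell from 114 ± 88.2 CPM in control to 11.8 ± 11.6 in *dsx*RNAi animals (SD, n = 6 each), a log2 fold change of -3.31 (standard error 1.00, adjusted p = 0.656; two-sided exact permutation test for this gene alone, p = 0.0346). The interaction of sex and treatment was 7.03 (standard error 1.30, adjusted p = 0.0255). With DESeq2 at its default settings both effects were past the threshold, with adjusted p of 8.37e-07 in males and 0.0383 in females, and with all 4 groups of the tissue in one fit neither was, with 0.0969 and 0.185.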

Additional target genes that were downregulated by Dsx in male head horns were involved with Wnt and Hedgehog signalling (for example, *apc-like*, *frizzled 2, sulfateless* and *smoothened*), two major and often interacting pathways with prominent roles across metazoan development^48^. This observation matches predictions that can be derived from a recent study on the role of *hedgehog* signalling in *Onthophagus* development, which found that downregulation of *smo* induced large horns in nutrient limited males which normally do not develop them^17^. In contrast, under high nutrition (as in the males analysed here) horn growth is promoted by the male Dsx isoform, likely via the direct inhibition of *smo*. In addition, in male head horn tissue, the male Dsx isoform inhibited the expression of genes involved with ecdysteroid signalling (for example, *shade, phantom, centaurin gamma 1A, eclosion hormone* and *ecdysone-inducible gene E1*), which has a central role in moulting and metamorphosis^49^ and has recently been implicated it the regulation of sex-specific development in horned beetles^13^,^50^.

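In male head horns, apc-like (Dmel-Tmp-apc, OTAU000836) had 182 ± 102 CPM in *dsx*RNAi and 123 ± 6.62 in control animals, frizzled 2 (Dmel-Tmp-fz2, OTAU004066) 145 ± 56.2 and 77.8 ± 32.2, sulfateless (Dmel-Tmp-sfl, OTAU014428) 15.5 ± 3.99 and 11.7 ± 1.81, and smoothened (Dmel-Tmp-smo, OTAU001567) 81.8 ± 33.4 and 55.3 ± 5.03 (SD, n = 6 each). All 4 were higher after the knockdown, with log2 fold changes of 0.58 (standard error 0.283), 0.91 (standard error 0.308), 0.41 (standard error 0.174) and 0.57 (standard error 0.228). None was past the threshold, with adjusted p of 0.351, 0.213, 0.292 and 0.268 (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), nor with DESeq2 at its default settings, where the lowest was 0.0635 for frizzled 2. DESeq2 over all 96 libraries, chosen after the data had been examined, called all 4, with adjusted p from 0.00316 to 0.0353. The first principal component of the tissue's 24 libraries as a covariate, chosen at the same stage, called none and gave log2 fold changes of 0.10, 0.68, 0.20 and 0.21 (adjusted p = 0.771, 0.349, 0.459 and 0.407).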

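Of the ecdysteroid genes in male head horns, ecdysone-inducible gene E1 (Dmel-Tmp-impe1, OTAU016651) had 30.9 ± 16.8 CPM in *dsx*RNAi and 9.75 ± 1.11 in control animals (SD, n = 6 each; log2 fold change 1.67, standard error 0.344, adjusted p = 0.0681 in edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and all *dsx*RNAi libraries were above all controls (two-sided exact permutation test for this gene alone, p = 0.00216). Shade (Dmel-Tmp-shd, OTAU001087) had 74.6 ± 104 and 11.3 ± 11.7 CPM, and centaurin gamma 1A (Dmel-Tmp-ceng1a, OTAU001138) had 161 ± 213 and 48.7 ± 5.65 (SD, n = 6 each), where library S59 alone held 584.2 CPM. The name phm is carried by 2 genes with opposite differences. OTAU004685, annotated as a cytochrome P450, had 42.0 ± 16.8 and 29.6 ± 3.93 CPM and OTAU002848, annotated as a peptidylglycine monooxygenase, had 85.0 ± 14.8 and 103 ± 16.7 (SD, n = 6 each). Eclosion hormone (Dmel-Tmp-eh, OTAU013044), with 26.5 ± 44.4 and 0.895 ± 1.29 CPM (SD, n = 6 each; exact permutation p = 0.229), was below the filter on low counts. Default DESeq2 called ecdysone-inducible gene E1 (adjusted p = 0.000348) and eclosion hormone (adjusted p = 0.0171), and the fit of all 4 groups of the tissue called neither (adjusted p = 0.0965 and 0.165).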

In summary, the study presented here aimed to characterize the sex- and tissue-specific genetic target repertoire of Dsx in an onthophagine beetle, *O. taurus*. Our results suggest that Dsx may be uniquely positioned to rapidly accommodate the sex-biased development of evolutionarily novelties, as evidenced by the exceptionally large and unique sets of genetic targets mediated by Dsx in both male and female head horns. These findings provide a useful baseline for investigating how Dsx repertoires may change along both developmental and evolutionary axes: for example, as is true for many *Onthophagus* species, *O. taurus* males subject to low nutrition develop into hornless minor males resembling females, and it will be interesting to determine whether, under low nutritional conditions, the male Dsx isoform converges on the same targets as the female isoforms, or whether both produce similar developmental outcomes via different genetic targets. Similarly, patterns of sex-biased horn expression have diverged markedly among the over 2,000 extant onthophagine species^51^, and future comparative studies will now be in a position to determine the degree to which changes in the interactions between Dsx and its targets have facilitated this dramatic radiation of secondary sexual traits. More generally, the results from our study raise the possibility that comparative analyses of Dsx-target interactions in these and other species may provide key insights into the developmental-genetic mechanisms, including their biases and constraints, that shape the development and evolution of sexual dimorphisms in insects and beyond.

## Methods

### Animal collection and husbandry

*O. taurus* beetles were field collected near Bloomington, IN and Chapel Hill, NC, kept in a sand/soil mixture at a 16:8 h light:dark cycle at 25 °C, and fed homogenized cow manure twice a week. Animals used for experiments were generated by breeding five females and three males in a moist sand/soil mixture container with *ad libitum* food. After 8 days, broodballs produced by females were collected and larvae were transferred to 12-well plates containing artificial broodballs. Artificial broodballs were created by filling wells (1.5 cm deep and 1.8 cm diameter) with cow manure that had been previously drained of water to mimic the consistency of broodballs naturally produced by adult beetles^52^.

### dsRNA synthesis and injection

Synthesis and injection of the *OtdsxC* dsRNA construct to knock down both male and female mRNA *dsx* isoforms were performed as previously described^14^,^53^. In brief, a pSC-A vector containing the *OtdsxC* construct was used as template in PCR reactions using M13 forward and reverse primers. Primers sequences (from 5′ to 3′) for *OtdsxC* were: TGATTCCCCAATCGAAAA and TTTGGCCAATATTGTTATTCC. The resulting PCR product was used as a template for *in vitro* transcription of forward and reverse RNA strands using MEGAscript T7 and T3 Kits (Life Technologies). After DNase I treatment, single-stranded RNA was precipitated by lithium chloride, incubated at −20 °C for 1 h, spun at 4 °C for 20 min, washed with 80% ethanol and resuspended in water. After quantification, forward and reverse strand RNAs were mixed at a 1:1 ratio by weight, and annealed by heating to 80 °C and then cooling slowly over 5 h to 35 °C. The concentration of the annealed dsRNA was measured, confirmed by gel electrophoresis and stored at −80 °C until injection. Injections into *O. taurus* larvae were carried out as described previously^14^,^53^, with doses of 0.5 μg of dsRNA diluted in injection buffer (5 mM KCl, 1 mM KPO4 pH 6.9) to a total of 3 μl and injected into larvae during the first 5 days of the final instar. Sham control injections were made exactly as described above, except that larvae were injected with 1 μg of control dsRNA generated from a 167-bp PCR product derived from a pBluescript SK vector. Transcription reactions, DNase I treatment, transcript annealing and injections were performed as described above. The efficiencies of the dsRNA injections were confirmed via high-throughput RNA sequencing, and are provided in Supplementary Fig. 4

### Sample preparation and RNA extraction

Individuals from both *OtdsxC* and sham control dsRNA injection treatments were phenotyped, imaged and weighed within the first day after pupation. Six male and six female pupae weighing over 125 mg from each group were used for tissue dissection and total RNA extraction. Each pupa was rinsed with RNAse-free distilled water, submerged in 0.05% Triton-X in phosphate buffered saline and dissected. We sampled tissue from four distinct regions (Fig. 2d): the supraesophageal ganglion (hereafter, brain tissue), the abdominal epidermis of the 4–5 posterior most segments (which include the external male copulatory organ), the dorsal region of segment T1 (which includes thoracic horns in all pupae), and the posterodorsal head epithelium (where head horns are located in control males and *OtdsxC* knock-downs). All tissue samples were immediately placed in ice-cold Trizol (15596018, Thermo Fisher Scientific), and stored at −80 °C until further processing. After thawing to 4 °C, tissues in Trizol were homogenized with disposable polypropylene RNase-free pestles, and total RNA was extracted using a standard phenol–chloroform protocol followed by RNeasy Mini (74104, Qiagen) spin column purification including on-column DNAse I digestion.

### Library construction and high-throughput sequencing

Total RNA was quality checked using an Agilent 2200 TapeStation system with an RNA ScreenTape Assay and quantified with a Quant-iT RiboGreen Assay Kit (Thermo Fisher). A total of 96 (two treatments × two sexes × four tissues × six biological replicates) RNA Stranded RNA sequencing libraries were constructed using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA) according to manufacturer's instructions. Libraries were quantified using a Quant-iT DNA Assay Kit (Thermo Fisher), pooled in equal molar amounts and sequenced as single-end reads using a 75-cycles High kit on the NextSeq500 platform (Illumina, San Diego, CA). Resulting reads were cleaned using Trimmomatic version 0.32 (ref. 54) to remove adapter sequences and perform quality trimming. Trimmomatic was run with the following parameters, ‘2:20:5 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:18'. The trimmed reads where then reversed complemented using FASTX-Toolkit version 0.0.13.2 (http://hannonlab.cshl.edu/fastx_toolkit/download.html), and mapped against the *O. taurus* genome v0.5.3 gene models^55^ using TopHat2 version 2.1.0 (ref. 56) with the parameters ‘—b2-very-sensitive—read-edit-dist'. Read counting was done for each gene using the htseq-count command from the HTSeq package version 0.6.1p1 (ref. 57). 

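From the deposited FPKM values, Pearson's correlation between the 15 pairs of libraries of each group was lowest in horns and genitalia. In brains the group means of r lay between 0.989 and 0.995, and the lowest pair had r = 0.980. In control males the group means were 0.927 in thoracic horns, 0.934 in head horns and 0.961 in genitalia, and in control females 0.839, 0.870 and 0.836. In *dsx*RNAi animals they were lower, with 0.710, 0.740 and 0.740 in males and 0.747, 0.759 and 0.775 in females, and the lowest pair, in *dsx*RNAi female thoracic horns, had r = 0.321. Libraries of different groups of one tissue were about as close as libraries of one group, with a median r of 0.898 between and 0.904 within groups in thoracic horns, and 0.908 and 0.908 in head horns. On the scale of log2(FPKM + 1), where the genes with the most reads weigh less, the lowest pair of any group had r = 0.874. These correlations are across genes of 2 libraries, and genes are not independent replicates.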

A table containing counts normalized per kilobase of feature length per million mapped fragments (FPKM values) was generated using the R package DESeq2; these values were used to visually assess correlations among all replicates and statistically test correlations between biological replicates within sample groups using Pearson's correlation coefficients (Supplementary Fig. 5; Supplementary Data 6).

### Differential expression analyses

To explore expression differences between *O. taurus* sexes, tissues and treatment groups (control and *OtdsxC* dsRNA-injected), we tested for differential gene expression across several comparisons using the R package DESeq2 that, in a pairwise fashion, employs negative binomial modelling and adjusts for multiple testing using the Benjamini–Hochberg method^58^.

First, to determine whether *dsx* has a role in generating sex-biased gene expression, we identified significant expression differences (*P*_adj_<0.05, a *P* value adjusted with a false-discovery rate correction using the Benjamini–Hochberg method^59^) between control females and males (CF-CM) and between *OtdsxC* dsRNA-injected females and dsRNA-injected males (DF-DM) across four tissues (brain, genitalia, thoracic horn and head horns). We compared the degree of biased expression, as measured by FPKM (Fragments Per Kilobase per Million reads), generated by each contrast. Results were plotted, for each gene, as the log-transformed fold change (logFC) difference in gene expression for a given contrast. In addition to comparing how the levels of bias in each gene's expression changed across control (CF-CM) and dsRNA-injected (DF-DM) animals, we determined how the number of significantly sex-biased genes (*P*_adj_<0.05), as determined in control animals, changed when the same genes were assessed in *OtdsxC* dsRNA-injected animals.

Second, to determine the set of genes that are mediated (directly or indirectly) by Dsx, irrespective of whether the gene activates or suppresses expression, we identified significant expression differences (*P*_adj_<0.05) between *OtdsxC* dsRNA-injected females and control females (DF-CF) and between *OtdsxC* dsRNA-injected males and control males (DM-CM) across four tissues (brain, genitalia, thoracic horn and head horns). Genes possessing significantly higher expression in control animals were inferred to be those activated by Dsx, and those genes possessing significantly higher expression in *OtdsxC* dsRNA-injected animals were inferred to be those suppressed by Dsx.

Third, we analysed whether genes specifically identified as having sex-biased expression in control animals changed in expression levels across *OtdsxC* dsRNA-injected females and males across four tissues (brain, genitalia, thoracic horn and head horns). Significant differences between treatment groups and sexes were calculated by Wilcoxon tests and the Benjamini–Hochberg method was used to correct for multiple comparisons.

### Enrichment analyses

We performed functional enrichment analyses to determine whether certain Gene Ontology terms were overrepresented among genes showing significant sex-biased expression or inferred to be regulated by Dsx. We characterized protein functions based on homology with described genes in the Gene Ontology database^60^ using the programme Blast2GO (ref. 61), resulting in functional categories representing gene product properties (for example, contributions to cell structure, their involvement in molecular pathways or their role in a biological process). We used ErmineJ^62^,^63^ to test whether each functional category was enriched for differentially expressed genes relative to all other genes using gene score resampling (scores were based on adjusted *P* values) to generate a null distribution. We then compared our lists of functional categories that were enriched for either sex-biased or Dsx-mediated genes to the list of functional categories found to be enriched for Dsx targets as identified in *D. melanogaster*^9^.

### Binding-site analysis

Putative Dsx*-*binding sites in the *O. taurus* genome^55^,^64^ were determined with the PoSSuM program^65^. The significance (*P*<0.005) of a predicted Dsx binding site was determined by its similarity to the position weight matrix of *D. melanogaster* Dsx (CIS-BP database^66^). Custom Perl scripts were used to filter and associate predicted binding sites within the 5 kb regions upstream of the transcription start sites of genes that were non-overlapping with other genes. Because there is no established criterion to determine the distance from a promoter that an enhancer might be (it is difficult to experimentally associate enhancers with specific promoters regions), a 5 kb window was chosen to account for both the fact that most enhancers have been found close to promoter regions (within 500 bps), and that examples of enhancer that are quite distant from the promoter are also known in insects. Putative targets of Dsx were defined as genes that were both mediated by Dsx (that is, possessing differential expression between control and *dsx* knockdown animals) and possessing five or more significant predicted Dsx*-*binding sites. Targets were compared among sexes and tissues. Targets identified in this study were also compared with those found in a study that determined Dsx targets in the fruit fly *D. melanogaster* using an array of techniques including ChIP-Seq and DamID-Seq^9^. To make the Dsx targets identified in each study comparable, we first used BLASTx^67^ to identify putative orthologues of the *D. melanogaster* Dsx targets in the *O. taurus* genome, defined as genes sharing at least 80% protein sequence identity between the two species.

### Candidate gene analysis

To identify candidate genes and pathways targeted by Dsx, we compared *O. taurus* genes that were putative Dsx targets (as defined above) to their respective putative orthologues in other species using BLAST2GO (ref. 61), looking for genes that (i) had been previously identified as having a role in sex-specific development in *O. taurus*, (ii) had been implicated in sex-specific development in other species but are not yet known to have a role in *O. taurus* or (iii) that are not known to have a role in sex-specific development in *O. taurus* or other species, but contributed to pathways that appeared overrepresented in our data.

### Data availability

Data generated in this study were deposited in NCBI's Gene Expression Omnibus^68^ and are accessible through GEO Series accession number GSE87788 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87788).

## Additional information

**How to cite this article:** Ledón-Rettig, C. C. *et al*. Asymmetric interactions between *doublesex* and tissue- and sex-specific target genes mediate sexual dimorphism in beetles. *Nat. Commun.* **8,** 14593 doi: 10.1038/ncomms14593 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures

Supplementary Dataset 1 Genes that are Dsx-Mediated across four *O. taurus* tissues (head horns, thoracic horns, brains and genitalia). These lists were generated by comparing the transcriptomes of *dsx*RNAi males to those of control males (sheet 1; "Males"), as well as those of *dsx*RNAi females to those of control females (sheet 2; "Females). For each tissue, genes with significantly differential (p_adj_<0.05) expression were considered "inhibited" by Dsx if they were over-expressed in dsxRNAi animals and "activated" by Dsx if they were over-expressed in control animals. Sheet 3 lists those genes, within homologous tissues, that were shared between males and females, and whether they were modulated in the same or opposite direction.

Supplementary Dataset 2 Functional Categories that were enriched in sex-biased and Dsx-mediated *O. taurus* genes, as determined by Gene Ontology Enrichment analysis. Sheet 1 ("README") defines parameters used in the analysis. Sheets 2-5 list functional categories enriched in genes with sex-biased expression across four tissues. Sheets 6-9 list functional categories enriched in genes with Dsx-mediated expression in females across four tissues. Sheets 10-13 list functional categories enriched in genes with Dsx-mediated expression in males across four tissues

Supplementary Dataset 3 A comparison of functional categories that were enriched in genes with sex-biased or Dsx-mediated expression in *O. taurus* and those that were enriched in the *Drosophila melanogaster* (fruit fly) Dsx targets identified in Clough et al. 2014. Sheet 1 lists functional categories enriched in the fly Dsx targets. Sheet 2 lists functional categories enriched in *O. taurus* genes with sex-biased expression, irrespective of the tissue in which they were identified. Sheet 3 lists functional categories enriched in *O. taurus* genes with Dsx-mediated expression in males, irrespective of the tissue in which they were identified. Sheet 4 lists functional categories enriched in *O. taurus* genes with Dsx-mediated expression in females, irrespective of the tissue in which they were identified. Sheets 5-7 list the overlap between functional categories enriched in fly Dsx targets and the functional categories enriched in *O. taurus* genes with sex-biased expression, Dsx-mediated expression in males, and Dsx-mediated expression in females, respectively.

Supplementary Dataset 4 Genes that are putative Dsx targets across four *O. taurus* tissues (head horns, thoracic horns, brains and genitalia). These lists were generated by determining which genes, whose expression exhibited differential expression between control and *dsx*RNAi animals, also possessed five or more significant (p<0.005) predicted Dsx binding sites. Putative Dsx targets were determined for males (sheet 1) and females (sheet 2). Sheet 3 lists those putative Dsx targets, within homologous tissues, that were shared between males and females, and whether they were modulated in the same or opposite direction.

Supplementary Dataset 5 A comparison of Dsx targets identified in this study to those identified in a study of *D. melanogaster* (fruit fly; Clough et al. 2014). Using BLAST searches we found 603 *O. taurus* orthologues corresponding to the Dsx targets identified in the fly study. Of these, 444 were also found by our binding site analysis, such that approximately 74% of the Dsx targets identified in the fly study were also recovered in our study.

Supplementary Dataset 6 Pearson's correlations. Sheet 1 provides a summary of coefficients between biological replicates within sample groups. Sheet 2 provides all of the correlation coefficients in a matrix format. Sheet 3 provides all of the p-values for these correlations in a matrix format.

Peer Review File

## Figures and Tables

**Figure 1:**
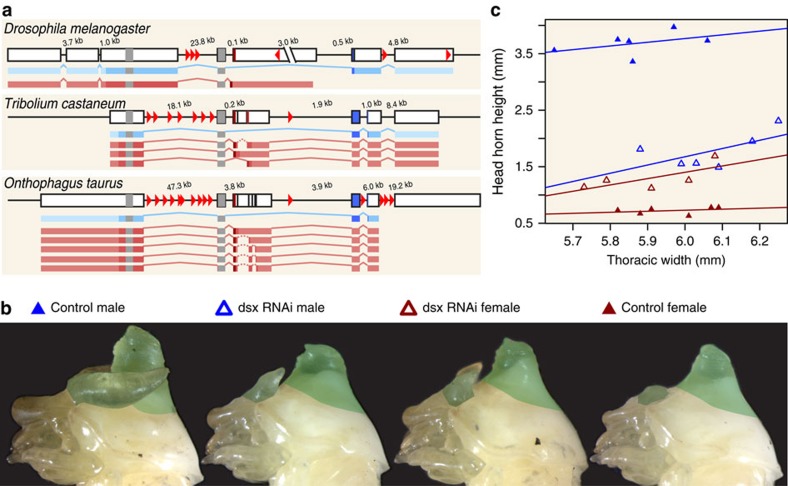
*dsx* genomic structure and RNAi phenotypes. (**a**) Genomic structure and isoforms of *dsx* in the fruit fly *Drosophila melanogaster* (Diptera; top), red flour beetle *Tribolium castaneum* (Coleoptera: Tenebrionidae; middle) and bull-headed dung beetle *Onthophagus taurus* (Coleoptera: Scarabeidae; bottom). Each gene is composed by several exons (black-border boxes) connected by intronic sequences (black line). Male (blue bars) and female (pink bars) isoforms are shown below each gene; within each isoform, a darker hue indicates the coding sequence, the two grey regions represent parts of the OD1 (leftmost) and OD2 (rightmost) domains that are common across all isoforms, and the darkest regions represent sex-specific regions of the OD2 domain. Solid lines in each isoform represent canonical splice junctions; dashed lines indicate non-canonical splicing within a female-specific exon (in beetles). Red arrowheads show positions of putative *dsx*-binding sites. Exons are drawn to scale; introns are not to scale, but their sizes are indicated above each intron. (**b**) Representative individuals showing the pupal phenotype after sham control dsRNA injection (leftmost: male; rightmost: female) and *OtdsxC* dsRNA injection (centre left: male; centre right: female). Head horn and thoracic horn tissues dissected for RNAseq false coloured in green. (**c**) Head horn size of the pupae used for dissection, plotted against pupal weight. *OtdsxC* dsRNA injection (open triangles) reduces head horn size in males (blue triangles) but induces head horn growth in females (red triangles) compared to sham controls (filled triangles).

**Figure 2:**
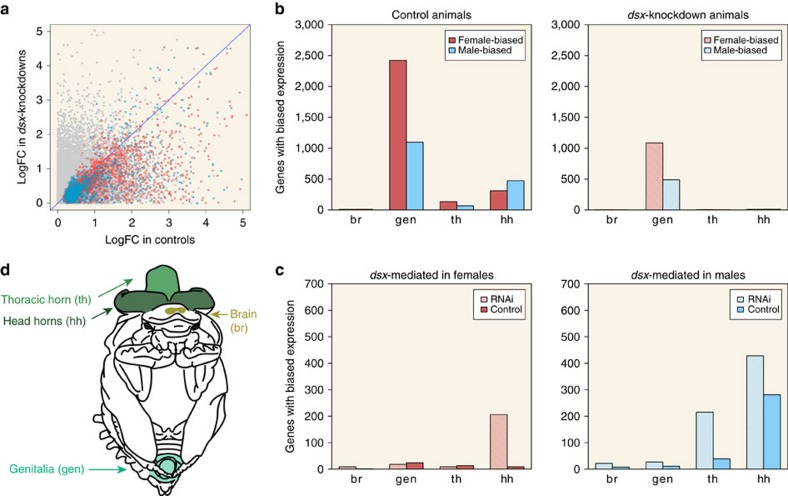
*dsx* RNAi reduces sex-biased gene expression across horned beetle tissues. (**a**) Degree of significantly (*P*_adj_<0.05) female- (pink) or male-biased (blue) gene expression in control animals measured as log-transformed fold change in FPKM (*x* axis) plotted against the corresponding level of expression in *dsx*RNAi animals (*y* axis). Genes that did not have significantly sex-biased expression are plotted in grey. Blue line reflects equally sex-biased expression in control and *dsx*RNAi individuals. (**b**) *dsx*RNAi reduces the number of *O. taurus* genes exhibiting significant sex-bias in control individuals. The number of genes with significantly (*P*_adj_<0.05) female-biased (solid pink) or male-biased (solid blue) expression in control animals (total=4,285) was reduced ∼2.7-fold when assessed in *dsx*RNAi animals (pink and blue lines; total=1,596). (**c**) *dsx*RNAi females (pink lines) overexpress more genes relative to control females (solid pink) in head horns only, indicating that, in females, Dsx directly or indirectly suppresses the expression of downstream genes in that specific tissue. *Dsx*RNAi males (blue lines) also overexpress as many or more genes relative to control males (solid blue), but do so across tissues, indicating that, in males, Dsx acts to directly or indirectly suppress the expression of downstream targets across a broader range of target tissues. In addition, in head and thoracic horns, control (solid blue) males overexpress many genes relative to *dsx*RNAi males (blue lines), suggesting that, in males but not females, Dsx also directly or indirectly activates the expression of many downstream targets. (**d**) Tissues analysed in this study were derived from 1st day pupae, and included brains (gold), genitalia (teal), thoracic horn (light green) and head horns (dark green).

**Figure 3:**
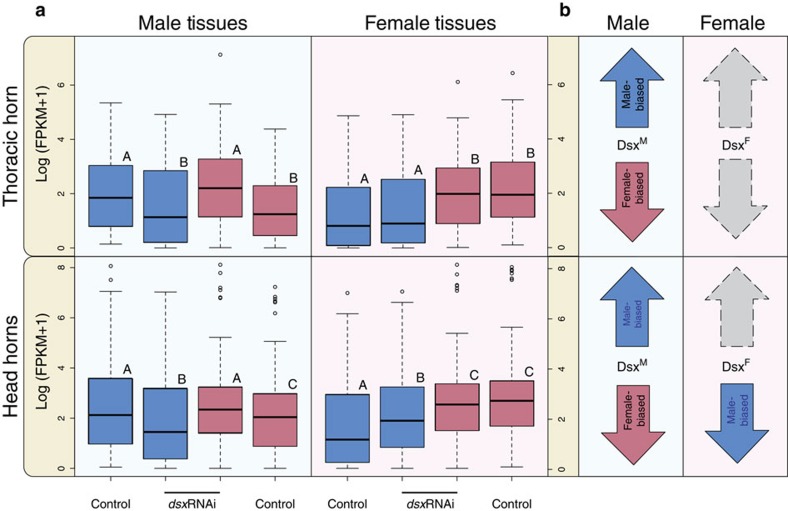
*dsx*RNAi affects male- and female-biased gene expression in a sex-specific and tissue-specific manner. Dark blue and pink represent genes with male- and female-biased expression, respectively, as determined by comparisons between control males and control females. Background colours indicate whether those genes were assessed in male (light blue) or female (light pink) tissues. Letters indicate significant differences between levels of gene expression (Wilcoxon test and Benjamini–Hochberg correction for multiple comparisons). (**a**) In all male tissues assessed (thoracic and head horns pictured here, brain and genitalia in Supplementary Fig. 2), *dsx*RNAi decreased levels of male-biased gene expression (dark blue) and increased levels of female-biased gene expression (dark pink). In most female tissues (thoracic horn pictured here, brain and genitalia in Supplementary Fig. 2), *dsx*RNAi neither decreased levels of female-biased gene expression nor increased levels of male-biased gene expression. However, uniquely in female head horns (pictured here), *dsx*RNAi resulted in increased levels of male-biased gene expression. Lines within boxes are median values of gene expression and whiskers extend to the most extreme data points that are not outliers. Outliers—data points greater than (the upper quartile+1.5 × the interquartile range) or less than (the lower quartile −1.5 × interquartile range)—are represented as circles. (**b**) A summary of the differential actions of male and female Dsx isoforms among tissues; blue arrows indicate the effect on genes with male-biased expression, pink arrows indicate the effect on genes with female-biased expression and grey arrows indicate the absence of an effect. These results show that the male Dsx isoform modulates sex-biased gene expression across several male tissues, but that female Dsx isoforms typically only modulate male-biased gene expression in a single female tissue: head horns.

**Figure 4:**
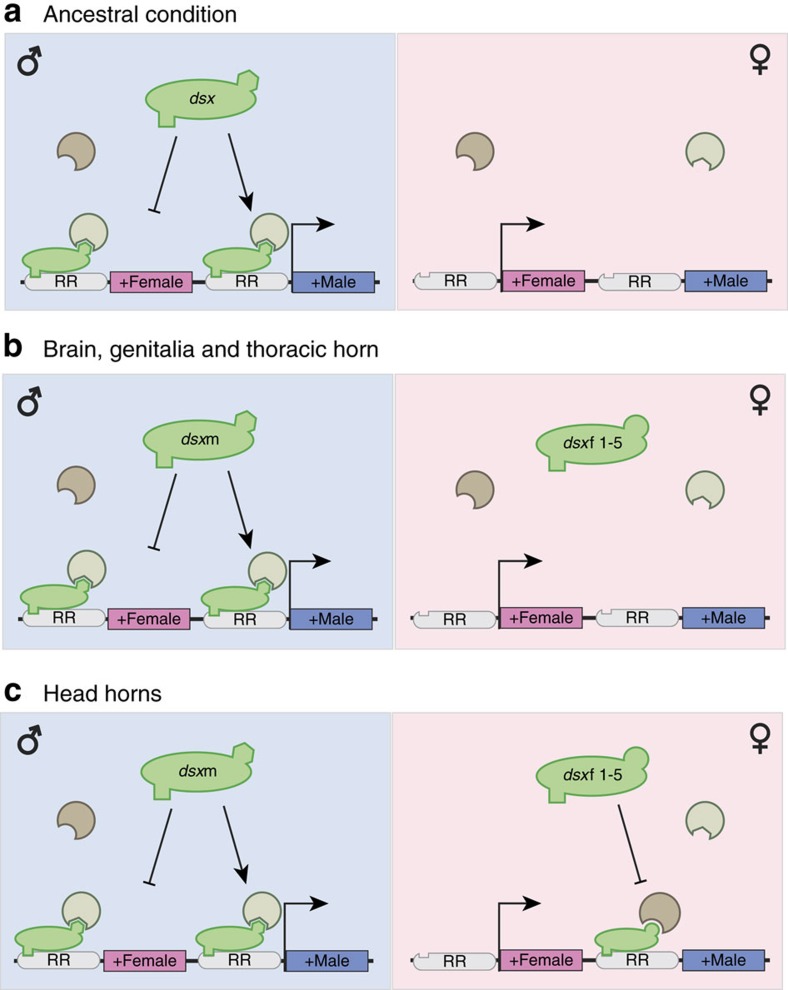
Dsx asymmetrically directs sex- and tissue-specific gene expression in most *O. taurus* tissues, but acts as a genetic switch in head horns, a recently evolved and sexually selected trait. (**a**) In non-insect arthropods retaining the putative ancestral condition, Dsx possesses only a single isoform, and contributes mostly to the masculinisation of male tissues (left, blue background) by promoting masculinising genes (+male boxes) and suppressing feminising genes (+female boxes), but has no role in female-specific differentiation (right, pink background). (**b**) In insects, Dsx is alternately spliced into male- and female-specific isoforms. In *O. taurus*, the species addressed in this study, Dsx acts as a sex-specific modulator in several tissues (brain, genitalia and thoracic horns), such that the target gene repertoires of female and male isoforms are largely independent. Further, although females express feminising genes across these tissues, the female Dsx isoforms do not have a large role in mediating such expression. The ability of male and female isoforms to target different gene repertoires in spite of identical DNA-binding domains is the result of either differential presence of cofactors between sexes (not pictured) or the different interactions with cofactors that arise from the different C-terminal oligomerization domains of the male and female isoforms (pictured). In addition, although the target gene repertoires of female and male Dsx isoforms are largely independent in these tissues, the male isoform can also suppress the expression of feminising genes in males, even when the same genes are not regulated by the female Dsx isoform in females. (**c**) Specifically in *O. taurus* head horn tissue, which yields a sexually dimorphic trait subject to strong sexual selection, Dsx also acts as a sexually differentiating switch. Uniquely, male and female isoforms modulate the same masculinising genes, albeit in opposite directions. Whereas in male head horn tissue the male Dsx isoform activates masculinising genes, in the female head horns, the female Dsx isoforms suppress the same masculinising genes. RR: regulatory region.

How the deposited data were processed for this re-analysis (not part of the article)

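RNA from brain, thoracic horn, head horn and genital tissue of *O. taurus* pupae was sequenced in 96 libraries, made from 6 control males, 6 control females, 6 *dsx*RNAi males and 6 *dsx*RNAi females per tissue. The authors trimmed single-end reads, mapped them to the gene models of the *O. taurus* genome and counted the reads on each gene, and they deposited these counts for 17483 genes and 96 libraries without normalization. The authors also deposited FPKM values made with DESeq2. In the files, each FPKM value is the count multiplied by a constant of the library and a constant of the gene, and the constants of the libraries follow the totals of the count table and not DESeq2's size factors. A gene has an FPKM value of 0 in the same libraries in which its count is 0. The FPKM table also gives the position of each gene on a scaffold and a gene name. Counts were used for every test between groups of libraries, and FPKM values for correlations between replicates and for the expression of sets of genes.

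Libraries were grouped by the treatment, sex and tissue in their labels, and no library was left out. The labels give each library its own number. They do not say which libraries of different tissues came from one animal, so each tissue was analysed by itself and no analysis paired the tissues of an animal. The labels and the paper give no sequencing batch. With 6 libraries against 6, an exact permutation test has 924 arrangements and can give a p of 0.0022 at the least. Between 3615803 and 19008005 reads per library fell on genes. A gene with 3 reads or fewer in every library of a group was treated as at the floor, and no fold was given against that group. Such floors cover counting error only.

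For each tissue, control females were compared with control males, *dsx*RNAi females with *dsx*RNAi males, and *dsx*RNAi with control animals within each sex. Counts of the 12 libraries of a comparison were normalized with the TMM method, genes were filtered with edgeR's default rule for low counts by group, and differences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with robust dispersion. Genes were called at a Benjamini–Hochberg adjusted p under 0.05 over the genes tested in that comparison. The interaction of sex and treatment was tested in the same way over the 24 libraries of a tissue. The degree of sex bias was the mean absolute log2 fold change between the sexes over the genes sex-biased in controls. The expression of a set of sex-biased genes was the median of ln(FPKM + 1) over its genes in one library, with a pseudocount of 1, and was compared between treatments by a two-sided exact permutation test with adjustment over 16 tests. Of the 90 distinct categories read from Supplementary Data 2, 88 were tested, each with at least 5 members among the genes tested. The mean −log10 p of these members was compared with 10000 random gene sets matched on 10 classes of mean expression. Pearson's r between replicates was computed over all genes of the FPKM table for the 15 pairs of a group. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps, and DESeq2 1.42.0 and limma 3.58.1, whose camera test was used, for alternatives.

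Genes named in the text were chosen by a rule set before the data were examined, as were the comparisons and their main tests. Named were every gene the paper names whose name matches a gene name of the table exactly, in the sex and tissue for which the paper names it, the 3 genes with the largest absolute log2 fold change in each comparison among those called whose 2 groups did not overlap, and *dsx* in every group. Genes named outside this rule are said to have been picked out after their values were seen. The table holds 19 gene names carried by more than 1 gene. Where the paper names a gene with such a name, each of the genes is given.

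The alternatives set at the same time were DESeq2 with its default settings, DESeq2's size factors in edgeR, no filter on low counts, all 4 groups of the tissue in one fit, and each replicate left out in turn. For the degree of sex bias and the gene sets they were genes called by DESeq2, genes called in 3 against 3 control libraries and measured in the others (20 seeded draws), a log2 ratio of group means of FPKM + 1, TMM-normalized CPM, the mean over genes and a pseudocount of 0.1. For the categories they were random sets not matched on expression and camera with the correlation between genes estimated, and for the replicate correlations log2(FPKM + 1) and the omission of the 20 genes with the highest mean FPKM. Added after the data had been examined were DESeq2 over all 96 libraries in one fit, the same with its prior on fold changes, the genes called by the first of these, and the first principal component of the tissue's 24 libraries as a covariate, computed over genes with a mean CPM of at least 5. Each count of called genes from edgeR was also set against 100 splits of the same libraries into groups of the same sizes, drawn from 462, and those from DESeq2, from DESeq2 over all 96 libraries and with the covariate against 40, 24 and 40.

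The tests were also tried on simulated data. In counts drawn to resemble the libraries of one comparison, with 200 of the genes changed by a factor of 4, edgeR recovered from 81% to 95% of them in the 4 tissues, and from 1.685% to 5% of its calls were false. In the interaction of sex and treatment in head horns it recovered 79.5%, and 10.67% of its calls were false. DESeq2 recovered from 89.5% to 97.5%, with 10.5% to 15.22% of its calls false. In simulated counts without an effect of the treatment, edgeR called no gene in any of 8 comparisons of 12509 genes, DESeq2 from 2 to 23 per comparison and DESeq2 over all 96 libraries from 1 to 42. The gene-set test passed 9 of 200 simulated sets without a signal and 50 of 50 with one, and the exact test had a p under 0.05 in 41 of 1000 simulated comparisons without a difference. The simulated genes varied independently, without the variation shared by many genes that the first principal component shows in horns and genitalia. Genes were also not chosen on control libraries. These rates may therefore not hold for the real libraries, where other splits of female head horns called up to 1819 genes in edgeR.

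The putative binding sites of Dsx were taken from the authors' lists and were not predicted again, since that needs the genome sequence, which was not used here. The comparison with the fruit fly and the horn measurements were not analysed here. Lists of category members are shortened in the supplement, so 2138 of 4265 members were read, the sheets for genitalia of control animals and of females list no category, and the sheets for *dsx*RNAi against control males in thoracic horns, brains and genitalia and for *dsx*RNAi females against *dsx*RNAi males were not used.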

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

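Among the tests below, those of the position of libraries on the first principal component, of the sex on the labels and of the spread between female libraries were chosen only after the results they bear on were seen. In 155 groups of 6 libraries the highest or lowest library was compared with the other 5, and in 13 its gap to the nearest of them exceeded Dixon's 95% critical value for 6 samples, where chance gives 7.75. One of the 13 is the gene dpr13 in control female genitalia counted under 2 comparisons, which leaves 12 cases. By kind there were 2 of 16 total counts (0.8 by chance), 1 of 16 groups for *dsx* (0.8), 2 of 32 for gene sets (1.6) and 8 of 91 for named genes (4.55). No library was left out for this.

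A wrong sex on a label was tested with 2 genes, cg18528 (Dmel-Tmp-cg18528, OTAU004296) and OTAU008670, which had separated the sexes in all control tissues and in *dsx*RNAi brains. Every female library was above every male library in 16 of 16 comparisons over tissues and treatments, but 10 of these were fixed by the choice of the genes. The other 6, in *dsx*RNAi horns and genitalia, give no sign of a wrong sex there, and among the libraries below they bear on S29 and S59 only. Labels of sex for the rest, labels of treatment and tissue, contamination, reads shared between paralogs, and bias by GC content or gene length were not tested for the libraries below, so none of these cases is called biological.

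Of 2 libraries with unusual totals, control male thoracic horn library S44 had 3616000 reads on genes, where the other 5 had 7592000 to 8730000, and *dsx*RNAi female thoracic horn library S29 had 14070000, where the others had 7186000 to 8494000. Totals are technical quantities and no biological explanation was tested.

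In brains, the median ln(FPKM + 1) of female-biased genes was 3.52 in control female library S14 and 3.604 to 3.654 in the others of its group, and *dsx* had 0.5031 CPM in *dsx*RNAi male library S7 and 0.1419 to 0.2685 in the others. Neither library is at the end of its group on the first principal component of the tissue (S14 at -6.965 among others from -22.14 to 25.14, S7 at 14.64 among others from -30.98 to 37.79), so position on the component does not account for them. The value of S7 rests on 3 reads, the same number as in 2 other libraries of the group, and cannot be told apart from counting error.

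Control female genitalia library S89 had a median ln(FPKM + 1) of female-biased genes of 2.847, where the others had 3.335 to 3.516, and 107.7 CPM of dpr13 (Dmel-Tmp-dpr13, OTAU009587), where the others had 24.59 to 37.26. On the first principal component it scored 65.83, outside the other 5 of its group (-74.02 to -3.925). Its distance cannot be told apart from this gradient between libraries. Without S89, control genitalia had 2323 female-biased and 2245 male-biased genes, against 654 and 374 with it, and without any 1 of the other 11 libraries the total fell from 1028 to between 121 and 342.

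In head horns, *dsx*RNAi male library S59 had 584.2 CPM of centaurin gamma 1A (Dmel-Tmp-ceng1a, OTAU001138; others 47.37 to 174.1), 25.99 of OTAU003847 (3.103 to 4.779) and 72.42 of OTAU003846 (8.705 to 12.68), the last 2 being the genes of neighbouring numbers that rank among the largest changes in males. Control male library S69 had 3.368 CPM of eclosion hormone (Dmel-Tmp-eh, OTAU013044; others 0.07032 to 1.295) and 55.2 of OTAU015750 (2.354 to 12.59), and control male library S68 had 1.079 CPM of OTAU003847 (0.211 to 0.5181). Each of the 3 libraries is at the end of its group on the first principal component, S59 at -87.63 (others -68.25 to 28.05), S69 at -24.18 (-4.282 to 29.29) and S68 at 29.29 (-24.18 to 23.71). For OTAU003847, S59 and S68 lie at opposite ends, so a steady change along the component does not account for both of its high values. Whether each gene follows the component was not tested, so for the other values position along it remains open.

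The effect of the knockdown differed between the sexes, by a test of the interaction, for 1 gene in thoracic horns (pdm3, Dmel-Tmp-pdm3, OTAU002102), 140 in head horns and 2 in genitalia (awh, Dmel-Tmp-awh, OTAU000364, and dpr13, OTAU009587). Of these, pdm3 and awh were named after their values were seen. Of 100 splits of the treatments, 4, 4 and 3 called as many. Other splits called up to 680, 341 and 20 genes, so an arrangement without meaning can give more. The spread between libraries was larger in the female than in the male comparison in 4 of 4 tissues. In head horns, where all 36 genes of males were called, the coefficients of variation were close, 0.379 in males and 0.393 in females, and 1429 and 637 genes had an unadjusted p under 0.05, so spread is a weak explanation there for fewer Dsx-mediated genes in females. A difference in the effect remains, of which the 140 genes of the interaction are a test. In the other 3 tissues, where at most 1 gene was called in either sex, the 2 explanations cannot be told apart. In head horns *dsx* itself fell from 37.8 to 8.55 CPM in males and from 35.7 to 18.1 in females. This difference did not pass the threshold (OTAU004153, interaction log2 fold change -1.14, adjusted p = 0.357 in edgeR's test), which does not show that the knockdowns were equal. A weaker knockdown in females therefore remains open as an explanation in head horns.

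The change of a set of sex-biased genes also differed between the sexes, by permutation of the treatment labels within each sex. The difference, males minus females, was 0.5248 for female-biased and -1.143 for male-biased genes of thoracic horns (permutation test, adjusted p = 0.0252 for each) and -0.8382 for male-biased genes of head horns (permutation test, adjusted p = 0.015). One technical explanation is that the genes were chosen on the control libraries they are compared with. For male-biased genes of female head horns, with genes chosen by DESeq2 in 3 against 3 control libraries and measured in the others, *dsx*RNAi animals had the higher level in 19 of 20 draws, so the choice of genes does not account for that part. In thoracic horns, genes chosen by DESeq2 in this way changed by 0.302 in males (above 0 in 20 of 20 draws) and -0.0952 in females (6 of 20) if female-biased, and by -0.408 (1 of 20) and -0.119 (6 of 20) if male-biased. With genes chosen by edgeR, from 4 to 5 draws gave genes and the means were 0.224 and 0.185, and -0.339 and -0.172. The difference between the sexes was not tested in these draws, so the choice of genes remains open there as an explanation. That the knockdown raises male-biased genes in female head horns while it lowers them in males may be a difference in what Dsx does in the 2 sexes. This stays a hypothesis found and tested on the same data, because the gradient between libraries was not tested as an explanation for it and the rise in females alone, 0.307, did not pass (5 of 6 *dsx*RNAi libraries above the control mean, exact permutation test, p = 0.110, adjusted p = 0.277).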

How the results depend on the processing

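The tests in this part, which count splits of the libraries, were all chosen before their results were seen. The alternatives that use all 96 libraries or the first principal component were added after the data had been examined. No paired analysis was run, because each library has a number of its own and the labels do not tie libraries of different tissues to one animal. Whether the order of the numbers follows the animals was not tested. Every alternative that was set in advance was run. For the changes in this part the cause was not tested.

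DESeq2's size factors in edgeR left 58 results on the same side and moved 2, the shares of female-biased genes called in genitalia (from 69.4% to 72.7%) and in head horns only (from 28.1% to 25.1%). A pseudocount of 0.1 changed none of the 16 gene-set results, and random sets not matched on expression none of the 7 counts of categories by more than a factor of 1.5. Without a filter on low counts, 52 results stayed and 8 moved. Genitalia had 205 female-biased and 245 male-biased genes in control animals in place of 654 and 374, female-biased genes of *dsx*RNAi genitalia fell from 109 to 60, and the interaction in head horns from 140 to 67 genes. The shares called in genitalia were then 48.2% of female-biased and 49.1% of male-biased genes, and those called in head horns only 47.1% and 48.5%.

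DESeq2 with its default settings called more genes in every comparison that changed. Female-biased and male-biased genes of control animals numbered 75 and 48 in brains, 119 and 80 in thoracic horns, 584 and 632 in head horns, and 1774 and 969 in genitalia, and those of *dsx*RNAi animals 24 and 29 in brains, 5 and 2 in thoracic horns, 87 and 27 in head horns, and 698 and 501 in genitalia. Genes higher and lower in *dsx*RNAi males numbered 17 and 10 in brains, 88 and 19 in thoracic horns, 269 and 257 in head horns, and 35 and 15 in genitalia. In *dsx*RNAi females, 2 genes were higher in brains, 1 in thoracic horns, 37 in head horns and 5 in genitalia, and 10 were lower in head horns and 12 in genitalia. The interaction had 1, 14, 537 and 19 genes in the same order of tissues, and both sexes shared 11 genes in opposite directions and 3 in the same direction in head horns. Of female-biased genes 75.8% were called in genitalia, 18.9% in head horns only and 7.52% in 2 or more tissues, and of male-biased genes 60.7%, 33.1% and 7.27%. The share of male Dsx-mediated genes called in head horns only fell from 100% to 73.9%. Of the paper's putative targets 46% in males and 15.2% in females were called in the listed direction, against 3.06% and 0.422% in edgeR. The log2 fold change of *dsx* in male thoracic horns was -2.18 and passed the threshold.

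With all 4 groups of the tissue in one fit, sex-biased genes of control thoracic horns numbered 10 and 5. In *dsx*RNAi animals there were 12 female-biased genes in brains, and 2 and 1 in thoracic horns, 4 and 1 in head horns, and 308 and 280 in genitalia in the 2 directions. Males had 2 and 2 in thoracic horns, higher and lower, and 45 higher in head horns, and females had 2 higher in head horns and 1 and 4 in genitalia. The shares called in genitalia were 73.2% of female-biased and 62.2% of male-biased genes, and of male-biased genes 36.4% were called in head horns only and 2.14% in 2 or more tissues. Listed targets were called for 6% in males and 2.95% in females, and *dsx* in male thoracic horns passed (log2 fold change -2.19).

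DESeq2 over all 96 libraries in one fit, chosen after the data had been examined, moved 42 results and carried *dsx* in male thoracic horns past the threshold (log2 fold change -2.17). Female-biased and male-biased genes of controls numbered 140 and 70 in thoracic horns and 2397 and 1106 in genitalia, with 12 and 475 male-biased genes in brains and head horns. In *dsx*RNAi animals they numbered 26 and 63 in thoracic horns, 273 and 86 in head horns, and 1517 and 884 in genitalia, with 17 female-biased genes in brains. Genes higher and lower in *dsx*RNAi males numbered 27 and 9 in brains, 222 and 38 in thoracic horns, 429 and 289 in head horns, and 27 and 10 in genitalia, and in females 16 and 2 in brains, 12 and 14 in thoracic horns, 231 and 10 in head horns, and 19 and 23 in genitalia. Both sexes shared 71 genes in opposite and 6 in the same direction in head horns, 3 and 2 in thoracic horns, and 1 in opposite directions in genitalia. Of female-biased genes 88.7% were called in genitalia, 7.92% in head horns only and 5.26% in 2 or more tissues, of male-biased genes 70.2% in genitalia and 25.7% in head horns only, and of male Dsx-mediated genes 65.7% in head horns only. Of the paper's putative targets 97.1% in males and 97% in females were called.

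The same fit with the prior on fold changes, also chosen after the data had been examined, moved 28 counts. Sex-biased genes of controls numbered 135 and 62 in thoracic horns and 2411 and 1104 in genitalia, with 470 male-biased in head horns, and those of *dsx*RNAi animals 31 and 75 in thoracic horns, 275 and 90 in head horns, and 1522 and 880 in genitalia, with 14 female-biased in brains. Genes higher and lower in *dsx*RNAi animals numbered, in males, 21 and 8 in brains, 214 and 36 in thoracic horns, 425 and 279 in head horns, and 27 and 10 in genitalia, and in females 8 and 1 in brains, 8 and 13 in thoracic horns, 222 and 8 in head horns, and 16 and 24 in genitalia.

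With the first principal component of the tissue's 24 libraries as a covariate, chosen after the data had been examined, 17 counts stayed and 15 moved, in both directions. Control genitalia fell to 43 female-biased and 53 male-biased genes and male-biased genes of control brains to 2, whereas control head horns rose to 460 and 546. A difference between the groups along the component is not excluded in genitalia, where the covariate may also remove sex bias. In *dsx*RNAi animals head horns had 4 and 1 and genitalia 290 and 324. Males had 77 higher and 83 lower genes in head horns and 3 lower in thoracic horns, and females 1 and 1 in head horns and 1 higher in genitalia.

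Leaving out each replicate in turn gave 12 fits per comparison. In control animals, female-biased genes ranged from 6 to 16 and male-biased genes from 1 to 7 in brains, from 7 to 33 and from 3 to 18 in thoracic horns, from 145 to 316 and from 180 to 342 in head horns, and from 37 to 2323 and from 84 to 2245 in genitalia. In *dsx*RNAi animals they ranged from 4 to 6 and from 2 to 7 in brains, from 0 to 1 and from 0 to 1 in head horns, and from 7 to 786 and from 13 to 894 in genitalia. Genes higher in *dsx*RNAi males ranged from 0 to 1 in thoracic horns and from 0 to 17 in head horns, and genes lower from 0 to 1 in brains, from 0 to 2 in thoracic horns, from 1 to 23 in head horns and from 0 to 1 in genitalia. Genes lower in *dsx*RNAi females ranged from 0 to 1 in brains, from 0 to 1 in thoracic horns, from 0 to 1 in head horns and from 1 to 2 in genitalia. In all, 259 of these counts stayed within a factor of 1.5 and 125 did not.

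Among named genes, DESeq2's size factors left all 43 results on their side of the threshold, no filter made 1 weaker, all 4 groups in one fit made 4 weaker, and DESeq2 with its default settings made 4 stronger and gave no adjusted p to 2 that edgeR had called, OTAU003847 and OTAU003846 in male head horns. DESeq2 over all 96 libraries made 12 stronger and 2 weaker. None of these results changed direction.

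Over genes sex-biased in controls, the fall in the degree of sex bias was 0.0563 in brains, 1.37 in thoracic horns, 0.759 in head horns and 0.528 in genitalia on the log2 scale. Of 100 splits of the treatments, 65, 1, 13 and 14 gave a fall as large, where 99, 54, 73 and 99 of the other splits called any gene. A log2 ratio of group means of FPKM + 1 gave 0.0378, 0.935, 0.504 and 0.371, and genes called by DESeq2 gave 0.746 in brains, 1.14 in thoracic horns and 0.674 in head horns. Genes called by DESeq2 over all 96 libraries, chosen after the data had been examined, gave 2.65, 1.72, 0.867 and 0.365 in the 4 tissues. With genes called by edgeR in 3 against 3 control libraries and measured in the others, the fall was 1.41 in head horns but 0.050 in thoracic horns and 0.053 in genitalia, and in brains it reversed to -0.634.

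For the gene sets, TMM-normalized CPM took the fall of male-biased genes in male thoracic horns to -0.470, no longer past the threshold, and the rise of female-biased genes in male head horns to 0.332, which passed. With the mean over genes the female-biased genes of male brains rose by 0.0707 and passed, and the change of the male-biased genes of male brains, which passed in neither case, reversed from -0.00437 to 0.00201. Genes called by DESeq2 left 3 changes short of the threshold, 0.308 for female-biased and -0.478 for male-biased genes in male thoracic horns and -0.646 for male-biased genes in male head horns. Genes called by DESeq2 over all 96 libraries carried female-biased genes past it in male brains (0.390) and male head horns (0.273).

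With genes called by edgeR in 3 against 3 control libraries and measured in the others, 7 gene-set changes reversed. In brains they became -0.196 for female-biased and 0.338 for male-biased genes in males and -0.124 for male-biased genes in females, in female thoracic horns 0.185 for female-biased and -0.172 for male-biased genes, and in female genitalia 0.151 and -0.0680. None of these had passed the threshold. A further 5 kept their direction but moved by more than the SD between control libraries, to -0.187 for female-biased genes of female brains, 0.224 for female-biased and -0.339 for male-biased genes of male thoracic horns, -0.699 for male-biased genes of male head horns and -0.0106 for male-biased genes of male genitalia. Draws that called no gene gave no value, so these means rest on 4 to 18 of 20 draws.

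With camera, which estimates the correlation between the members of a category and asks for a shift in one direction, the categories past the threshold fell from 3 to 0 for control brains, from 6 to 0 for control head horns, from 6 to 2 for control thoracic horns, from 8 to 0 for female head horns, from 5 to 0 for female thoracic horns and from 4 to 0 for male head horns. At an unadjusted p under 0.05, camera had 4 in control head horns, and 0 in the other comparisons that fell to 0. On the scale of log2(FPKM + 1), the mean r between replicates was 0.987 in brains, 0.958 in thoracic horns, 0.965 in head horns and 0.964 in genitalia, and the lowest r 0.874 in thoracic horns, 0.901 in head horns and 0.880 in genitalia, against 0.321, 0.357 and 0.381 from FPKM. Without the 20 genes with the highest mean FPKM, the mean r of head horns fell to 0.726.

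Splits of the same libraries into other groups show how far the counts exceed what unlabelled differences between libraries give. In edgeR, of 100 splits including the real one, as many genes as between control females and males were called in 2 in brains, 1 in thoracic horns, 2 in head horns and 5 in genitalia, where another split called 3993. For *dsx*RNAi females and males it was 1 in brains and 2 in genitalia, for males 1 in head horns and for females 2 in genitalia. In the other 8 comparisons no gene was called, so all 100 splits gave as many, although 345 and 595 genes of *dsx*RNAi thoracic horns and head horns had an unadjusted p under 0.05, as did 613, 598 and 626 of male brains, thoracic horns and genitalia, and 356, 200 and 637 of female brains, thoracic horns and head horns. Other splits of female head horns called up to 1819 genes and of male genitalia up to 716. For the interaction, as many genes were called in 4 of 100 splits in thoracic horns, 4 in head horns and 3 in genitalia, and in brains, with 0 genes called and 457 at an unadjusted p under 0.05, all 100 gave as many. The correlation across genes of the male and female effects was as strong in 31, 52, 27 and 65 of 100 splits in brains, thoracic horns, head horns and genitalia.

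Under DESeq2 with its default settings, of 40 splits as many genes as in the real one were called in 2, 1, 1 and 1 for control animals in brains, thoracic horns, head horns and genitalia, in 5, 11, 7 and 2 for *dsx*RNAi animals, in 8, 10, 2 and 11 for males and in 31, 34, 9 and 17 for females. The share was under 5% for control thoracic horns, head horns and genitalia and for no other comparison. For DESeq2 over all 96 libraries, of 24 regroupings within tissues as many genes were called in 1, 1, 1 and 2 for control animals, in 4, 6, 3 and 1 for *dsx*RNAi animals, in 5, 7, 2 and 9 for males and in 9, 18, 2 and 19 for females. Under neither setting was the share under 5% for the Dsx-mediated genes of any tissue in either sex. With the first principal component as a covariate, of 40 splits as many genes were called in 1, 2, 1 and 2 for control animals, 1, 40, 2 and 1 for *dsx*RNAi animals, 40, 3, 1 and 40 for males and 40, 40, 2 and 3 for females, and male head horns remained among those under 5%.

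Depth limits what can be said of genes with few reads. Brains held from 0 to 8 *dsx* reads per library, so that a knockdown in brains could not be measured, and the filter on low counts removed *distal-less* in male thoracic horns, with at most 14 reads in a library, and *tan* in control head horns, with at most 18. Of the gene and tissue pairs that the paper lists as Dsx-mediated and that match by name, the filter on low counts kept 733 of 1026 in males and 154 of 288 in females.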

Differences from the paper's values

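No tests were chosen only after a result was seen for this part. The fits of DESeq2 over all 96 libraries, without and with its prior on fold changes, and of edgeR with the first principal component as a covariate were chosen after seeing the values, and wherever they are named below as reaching a value of the paper this holds. The alternatives set before the data were examined are DESeq2 with its default settings, DESeq2's size factors in edgeR, no filter on low counts, all 4 groups of the tissue in one fit, and each replicate left out, which was run for the counts within a tissue and not for totals over tissues.

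Counted once over tissues, 943 genes were female-biased in control animals against the paper's 2,720, and 664 were male-biased against the paper's 1,565, 1607 in all against the paper's 4,285. From DESeq2 with its default settings came 2339, 1596 and 3935, which do not differ from the paper's values by the criterion used, and the other alternatives set before the data were examined did not close the gaps. Values from DESeq2 over all 96 libraries (2701, 1576 and 4277) and the same with the prior (2707, 1564 and 4271), chosen after seeing the values, closed them too. Of the genes sex-biased in control animals, 86 stayed so in *dsx*RNAi animals, counted once over tissues, against the paper's 1,611 in its text and 1,596 in the legend of Fig. 2. None of the alternatives set before the data were examined closed these gaps, and the highest of them was 561 from DESeq2 with its default settings. Chosen after seeing the values, DESeq2 over all 96 libraries (1604) and the same with the prior (1605) did. If the paper's totals are instead read as all genes sex-biased in *dsx*RNAi animals, the numbers are 218 in edgeR, 1299 in DESeq2 with its default settings, and 2734 and 2752 in the 2 fits chosen after seeing the values.

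Of female-biased genes 28.1% were called in head horns only against the paper's 8%, a gap that none of the alternatives set before the data were examined closed, whereas DESeq2 over all 96 libraries (7.92%) and with the prior (7.87%), chosen after seeing the values, did. Of male-biased genes it was 41.3% against the paper's 26%, and DESeq2 with its default settings (33.1%) and all 4 groups in one fit (36.4%) closed the gap, size factors (41.2%) and no filter (48.5%) did not, and DESeq2 over all 96 libraries (25.7%) and with the prior (25.6%), chosen after seeing the values, did. The share of female-biased genes called in 2 or more tissues was 3.29% against the paper's 5%. DESeq2's size factors in edgeR (3.54%) closed this gap, as did DESeq2 over all 96 libraries (5.26%) and with the prior (5.02%), chosen after seeing the values, but the other alternatives did not.

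For single tissues the paper's numbers were read by eye from Fig. 2. Control genitalia had 654 female-biased genes against the paper's about 2400 and 374 male-biased genes against the paper's about 1100, and control thoracic horns had 20 against the paper's about 130 and 12 against the paper's about 70. These 4 gaps were closed by DESeq2 with its default settings (1774, 969, 119 and 80), and by DESeq2 over all 96 libraries (2397, 1106, 140 and 70) and with the prior (2411, 1104, 135 and 62), both chosen after seeing the values. Leaving out library S89 gave 2323 female-biased genes in genitalia, within the range of the paper's number, and the remaining alternatives did not close these gaps. Male-biased genes of control head horns numbered 301 against the paper's about 480 (Fig. 2, read by eye). DESeq2 with its default settings (632) and the fits without S61 (323), S65 (327) and S69 (342) closed that gap, as did DESeq2 over all 96 libraries (475), with the prior (470), and edgeR with the first principal component as a covariate (546), which were chosen after seeing the values. Of the genes sex-biased in control genitalia, 35 stayed female-biased in *dsx*RNAi animals against the paper's about 1100 (Fig. 2, read by eye) and 46 stayed male-biased against the paper's about 490. None of the alternatives set before the data were examined closed these 2 gaps, and without library S76 the numbers were 249 and 148, the highest of any fit with a library left out. DESeq2 over all 96 libraries (1085 and 498) and the same with the prior (1089 and 496), chosen after seeing the values, closed both. Counted over all genes, without regard to control animals, 109 were female-biased and 97 male-biased in *dsx*RNAi genitalia, and DESeq2 with its default settings called 698 and 501. In control brains 10 genes were female-biased against the paper's 3, and no setting closed that gap.

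Supplementary Data 1 lists the Dsx-mediated genes. In males, higher in *dsx*RNAi animals, edgeR called 0 in brains against the paper's 22, 0 in thoracic horns against the paper's 215, 23 in head horns against the paper's 428 and 0 in genitalia against the paper's 27. Lower in *dsx*RNAi males were 0 against the paper's 8 in brains, 0 against the paper's 39 in thoracic horns, 13 against the paper's 281 in head horns and 0 against the paper's 11 in genitalia. At an unadjusted p under 0.05 there were 613 genes in male brains, 598 in thoracic horns, 1429 in head horns and 626 in genitalia. Gaps were closed by DESeq2 with its default settings in brains (17 and 10), in genitalia (35 and 15) and for genes lower in head horns (257), not the others, and the other alternatives set before the data were examined closed none. All 8 were closed by DESeq2 over all 96 libraries, chosen after seeing the values (27 and 9 in brains, 222 and 38 in thoracic horns, 429 and 289 in head horns, 27 and 10 in genitalia), as did the same with the prior (21 and 8, 214 and 36, 425 and 279, 27 and 10).

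In females, higher in *dsx*RNAi animals, 0 genes were called against the paper's 9 in brains, 9 in thoracic horns, 206 in head horns and 18 in genitalia. Lower in *dsx*RNAi females were 0 against the paper's 1 in brains, 0 against the paper's 13 in thoracic horns, 0 against the paper's 9 in head horns and 1 against the paper's 24 in genitalia. At an unadjusted p under 0.05 there were 356 genes in female brains, 200 in thoracic horns, 637 in head horns and 254 in genitalia. DESeq2 with its default settings closed the gap for genes lower in head horns (10), the fit without library S4 that for genes lower in brains (1), and no other alternative set before the data were examined closed any. Of the fits chosen after seeing the values, DESeq2 over all 96 libraries closed those in thoracic horns (12 and 14), head horns (231 and 10) and genitalia (19 and 23), and with the prior all 8 were closed (8 and 1 in brains, 8 and 13 in thoracic horns, 222 and 8 in head horns, 16 and 24 in genitalia).

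Genes Dsx-mediated in both sexes in opposite directions numbered 0 in head horns against the paper's 66 and 0 in thoracic horns against the paper's 1, and in the same direction 0 against the paper's 3 and 0 against the paper's 1. At an unadjusted p under 0.05 the 2 sexes had the numbers of genes given above. The gap for the same direction in head horns was closed by DESeq2 with its default settings (3), and the other alternatives set before the data were examined closed none. Chosen after seeing the values, DESeq2 over all 96 libraries closed the gap for opposite directions in head horns (71), and with the prior all 4 were closed (68 and 3 in head horns, 1 and 1 in thoracic horns).

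The lowest r between replicates of *dsx*RNAi female brains was 0.9802 against the paper's 0.9901, and neither log2(FPKM + 1), with 0.9783, nor the omission of the 20 genes with the highest mean FPKM, with 0.9749, closed the gap. The mean r of this group was 0.9892, and the supplement lists the same mean. That mean is below the supplement's own lowest r, so 0.9901 cannot be the lowest r of these pairs. Of the categories of Supplementary Data 2 with distinct readable members, 6 passed for control head horns against the paper's 11, 3 for control brains against the paper's 7, and 0 for females in brains against the paper's 44 (0 at an unadjusted p under 0.05). Random sets not matched on expression closed the gap in control head horns (8) and not the others, and camera closed none. Taxis (adjusted p = 0.0659) and immune system process (adjusted p = 0.295), which the paper lists for control head horns, did not pass, and taxis passed with random sets not matched (adjusted p = 0.0429) but not with camera (adjusted p = 0.872).

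The paper names genes as changed in male head horns that edgeR did not call. DESeq2 over all 96 libraries, chosen after seeing the values, called homothorax (adjusted p = 0.0470), pumilio (0.00525), the apc-like gene (0.0324), frizzled 2 (0.00316), sulfateless (0.0353), smoothened (0.0198), shade (0.0304), phantom OTAU004685 (0.0450), centaurin gamma 1A (0.00244), eclosion hormone (0.00890) and ecdysone-inducible gene E1 (0.0143), and so did the fit with the prior. DESeq2 with its default settings called homothorax (0.0254), eclosion hormone (0.0171) and ecdysone-inducible gene E1 (0.000348), and the first principal component as a covariate, chosen after seeing the values, called the last (0.0363). In edgeR their adjusted p ranged from 0.0681 to 0.351, and eclosion hormone was not tested there. The other gene that carries the name phm, OTAU002848, is annotated as a peptidylglycine monooxygenase and not as a cytochrome P450. It was lower in *dsx*RNAi males (log2 fold change -0.28), and no setting called it. Because of its annotation, its direction is not counted as a difference from the paper's phantom. *Cycle* in female head horns (adjusted p = 0.656 in edgeR) was called by DESeq2 with its default settings (0.0383), by DESeq2 over all 96 libraries (0.000685) and by the same with the prior (0.000752), the last 2 chosen after seeing the values. *Distal-less* in male thoracic horns was called by DESeq2 over all 96 libraries (0.0265) and with the prior (0.0253), both chosen after seeing the values. Of the genes the paper names in control head horns, the second gene named dachs, OTAU004234, with at most 4 reads in a library, was called by DESeq2 over all 96 libraries (0.0298) and not with the prior (0.0596), both chosen after seeing the values. Of the others, lola was called by DESeq2 with its default settings (0.0125), and by DESeq2 over all 96 libraries (0.0386) and with the prior (0.0397), chosen after seeing the values, and syx5 (0.0458) and both genes named dl (0.0247 and 0.0172) with the first principal component as a covariate, also chosen after seeing the values.

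The paper has male-biased genes falling and female-biased genes rising in male genitalia. These sets changed by -0.187 and 0.116 without passing (exact permutation test, adjusted p = 0.277 and 0.554). The paper has female-biased genes rising in male head horns and male-biased genes rising in female head horns. The first rose by 0.172 (exact permutation test, adjusted p = 0.277), which passed with TMM-normalized CPM (adjusted p = 0.0115), and the second by 0.307 (exact permutation test, adjusted p = 0.277). With genes called by DESeq2 over all 96 libraries, chosen after seeing the values, the first passed as well. The paper has control genitalia with more sex-biased genes than head horns. Without a filter on low counts the order was reversed, 450 against 470, and without any 1 of the 11 libraries of genitalia other than S89 the number there was from 121 to 342, below the 595 of head horns. With the first principal component as a covariate, chosen after seeing the values, the order was reversed as well, 96 against 1006. This covariate may also remove sex bias in genitalia, so this reversal is weak evidence on the order.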

Other observations

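Among the tests in this part, those of one dispersion shared by all 96 libraries, of a variant carried by the animal and of the sex and treatment groups on the first principal component were chosen only after the result was seen.

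The paper lists more Dsx-mediated genes than the pairwise fits of edgeR call. Of the 1314 entries of Supplementary Data 1 that match a gene by name, edgeR called 35 (2.66%) in the listed direction, DESeq2 with its default settings 519 (39.5%), and DESeq2 over all 96 libraries in one fit 1277 (97.2%), of whose 1378 calls 92.7% are listed. With its prior on fold changes, the fit over all 96 libraries called 1284 (97.7%), and 97.3% of its 1320 calls are listed. Both of these fits were chosen after the data had been examined. A candidate explanation is that one dispersion per gene was shared by all tissues. The shared dispersion lay below that of the 24 libraries of the tissue for 84% of 10530 genes in thoracic horns, 58.1% in head horns and 70.5% in genitalia, and for 10.7% in brains. This fits a shared dispersion that understates the spread within horns and genitalia, and it does not show which fit the authors used. A genuine effect on the listed genes is not excluded, since those tested in edgeR, 733 in males and 154 in females, all changed in the listed direction, but the genes were listed from these libraries and a shared direction was fixed by that.

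The biological variation between libraries was larger in horns and genitalia than in brains. The coefficient of variation estimated by edgeR for control females against males was 0.167 in brains, 0.382 in thoracic horns, 0.328 in head horns and 0.382 in genitalia. The first principal component took 44.7% of the variance between the 24 libraries of thoracic horns, 44.9% in head horns and 48.9% in genitalia. Differences between the 4 groups of sex and treatment along it did not pass the threshold (permutation p = 0.727, 0.608 and 0.112). The groups took 6.49%, 8.73% and 25.9% of its variance, so a difference in genitalia is not excluded. The scores hardly changed without the 20 genes with the highest counts (r = 0.9991, 0.9992 and 1). Library size was correlated with the scores in thoracic horns (r = -0.544, permutation p = 0.00639) and not in head horns (r = -0.155, permutation p = 0.472) or genitalia (r = -0.291, permutation p = 0.165), so in thoracic horns the gradient cannot be told apart from library size. A difference in age within the first day after pupation might give such a gradient. Genes of cuticle and chitin, of which 4 were tested, had larger loadings than random genes in thoracic horns and head horns (permutation p = 0.016 and 0.029) and not past the threshold in genitalia (permutation p = 0.091). In brains, which are not epidermis, their mean loading was 12.5 times that of random genes (permutation p = 0.0002), so these genes do not mark a gradient of the epidermis alone. With 4 genes and no record of age per library, stage remains a hypothesis. With the component as a covariate, edgeR called 1920 genes summed over 12 comparisons of these tissues against 1898 without it, more in 7 of the 12, with fewer in control genitalia and more in control head horns.

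Low correlations between replicates in horns and genitalia were set against the part played by a few genes with very high FPKM. Without the 20 highest genes the lowest r of *dsx*RNAi male head horns fell from 0.4243 to 0.1588, whereas in male genitalia it rose from 0.8966 to 0.9549 in control and from 0.4236 to 0.5847 in *dsx*RNAi animals. These 20 genes therefore do not account for the low values in every group. On the scale of log2(FPKM + 1) the lowest r of any group was 0.8736, so highly expressed genes beyond the 20 are not excluded.

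The smaller sex bias of *dsx*RNAi animals was weighed against the choice of genes on the control libraries. With genes called by DESeq2 in 3 against 3 control libraries, bias was smaller in *dsx*RNAi animals than in the control libraries not used for choosing in 20 of 20 draws in head horns, 18 in thoracic horns, 16 in genitalia and 15 in brains. When the treatments were regrouped instead and genes chosen anew each time, 13 of 100 splits gave a fall as large as the real one in head horns, 1 in thoracic horns, 14 in genitalia and 65 in brains. Of the other 99 splits, 73 in head horns and 54 in thoracic horns called any gene, and those without genes were counted as having no fall as large, which weakens this test in horns. The first test speaks against the choice of genes in head horns and leaves thoracic horns open, and the second does the reverse, so in no tissue do both tests set the fall apart from it.

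The categories of Supplementary Data 2 were also scored in splits of the libraries, because members of a category that vary together can pass without an effect of sex or treatment. These scores used 2000 random sets in place of 10000, with which 1 category passed for control brains and not 3. Of 100 splits, as many categories passed as in the real one in 3 for control brains, 1 for control thoracic horns and 4 for males in head horns, and in 7 for control head horns, 11 for females in head horns, 13 for females in thoracic horns and 100 for females in brains, where 0 passed and 0 had an unadjusted p under 0.05. The results for control head horns and for females in head horns and thoracic horns cannot be told apart from variation shared by the members, and for females in brains there was no result to test. For the other comparisons, the authors had picked the categories on the real grouping, which by itself favours the real split.

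Of the 16 genes sex-biased in control brains, 16 kept their direction in *dsx*RNAi brains and 8 separated all females from all males there, where chance separates 0.11% of genes in a given direction. Of the 16, 4 lie on scaffold 108, a fact noticed after the genes were seen (cg18528, Dmel-Tmp-cg18528, OTAU004296, and OTAU004311, OTAU004356 and OTAU004357). Expression bound to the chromosomes of the sex and not to Dsx may explain such genes, as a hypothesis. It cannot be told apart from a knockdown too weak to change them, since brains held 0 to 8 reads of *dsx* per library. For cg18528 and OTAU008670 a weak knockdown in brains alone is not enough. Both also separated all females from all males in *dsx*RNAi horns and genitalia, where *dsx* was lower in males. However, both genes were higher in females. There the fall of *dsx* passed in thoracic horns (exact permutation test, adjusted p = 0.013) and not in head horns or genitalia (adjusted p = 0.118 and 0.213). An incomplete knockdown in females therefore remains open for these 2 genes as well.

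Some genes had at least 30 reads in some libraries of a group and 3 or fewer in others, which is counted here as absent. In 57 pairs of a gene and a group, 27 (47.4%) had the same number of libraries with the gene absent in all 4 tissues, against a mean of 1.75 and at most 6 in 1000 shuffles (permutation p = 0.001, the smallest these shuffles can give). These 27 pairs hold 18 genes with at least 30 reads where present. A variant carried by the animal may give this. The labels do not tie libraries of different tissues to animals, and whether their order does was not tested, so other explanations remain open.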
